# The Analysis of the Editing Defects in the *dyw2* Mutant Provides New Clues for the Prediction of RNA Targets of Arabidopsis E+-Class PPR Proteins

**DOI:** 10.3390/plants9020280

**Published:** 2020-02-21

**Authors:** Bastien Malbert, Matthias Burger, Mauricio Lopez-Obando, Kevin Baudry, Alexandra Launay-Avon, Barbara Härtel, Daniil Verbitskiy, Anja Jörg, Richard Berthomé, Claire Lurin, Mizuki Takenaka, Etienne Delannoy

**Keywords:** *Arabidopsis*, genome containing organelles, mutants, pentatricopeptide repeat (PPR) proteins, RNA editing

## Abstract

C to U editing is one of the post-transcriptional steps which are required for the proper expression of chloroplast and mitochondrial genes in plants. It depends on several proteins acting together which include the PLS-class pentatricopeptide repeat proteins (PPR). DYW2 was recently shown to be required for the editing of many sites in both organelles. In particular almost all the sites associated with the E+ subfamily of PPR proteins are depending on DYW2, suggesting that DYW2 is required for the function of E+-type PPR proteins. Here we strengthened this link by identifying 16 major editing sites controlled by 3 PPR proteins: OTP90, a DYW-type PPR and PGN and MEF37, 2 E+-type PPR proteins. A re-analysis of the DYW2 editotype showed that the 49 sites known to be associated with the 18 characterized E+-type PPR proteins all depend on DYW2. Considering only the 288 DYW2-dependent editing sites as potential E+-type PPR sites, instead of the 795 known editing sites, improves the performances of binding predictions systems based on the PPR code for E+-type PPR proteins. However, it does not compensate for poor binding predictions.

## 1. Introduction

The bacterial ancestry of plastids and mitochondria can be seen in their gene expression systems which rely on numerous post-transcriptional regulatory steps [1]. Among these, RNA editing converts selected cytidine (C) to uridine (U) at the RNA level [2,3]. In terrestrial plants, hundreds or thousands of C-to-U editing sites have been identified in plastids and mitochondria [4,5,6]. The biological significance of this mechanism and of these sites is still not entirely understood but the associated molecular mechanisms have been widely studied in the last 30 years (for a review see [7]). The editing of each of these sites requires the recognition of its upstream cis-elements by a specific pentatricopeptide repeat (PPR) protein [8]. PPR proteins are characterized by a tandem array of degenerate 35 amino acid motifs [9] and are almost exclusively targeted to organelles [10]. The PPR proteins are sequence specific RNA binding proteins through the interaction of each PPR motif with one RNA base [11]. The specificity is driven by hydrogen bonds between two amino acids of the PPR motif and the RNA base [12]. For editing, the PPR proteins are binding upstream of the site they are associated to in a way that the last C-terminal PPR motif binds the base at position −4 [13]. Using the list of editing sites experimentally associated to characterized editing PPR proteins, a PPR RNA recognition code was discovered, refined and experimentally validated [14,15,16]. It can be used to predict the binding sites of uncharacterized PPR proteins [17]. Besides PPR proteins, several other proteins have been shown to be involved in organellar RNA editing suggesting the existence of protein complexes which were named editosomes [7]. In particular, members of a small family called Multiple Organellar RNA editing Factors (MORF/RIP) were found to be involved in RNA editing [18,19,20]. These proteins function as general editing factors, can interact with many PPR proteins [20,21] and were shown to increase PPR affinity for their target RNA [22]. 

The PPR proteins can be divided into two classes: the P-type PPR proteins and the PLS-type PPR proteins which include long (L) and short (S) variant of the canonical PPR motif [23,24]. P-type PPR proteins have been associated with a wide range of organellar RNA metabolisms [25] while PLS-type PPR proteins are almost only involved in C-to-U editing [26]. Most PLS-type PPR proteins also harbor conserved C-terminal domains: E1, E2, E+ and DYW which are used to classified PLS-type PPR proteins into corresponding subgroups [24]. While the function of the E1 and E2 domains remains unclear, the DYW domain shows strong similarities to cytidine deaminases [27]. Targeted mutagenesis experiments [28,29] as well as phylogenetic correlations [27] and the observation of C-to-U editing in *Escherichia coli* expressing a plant DYW-type PPR protein [30] strongly support that the DYW domain provides the cytidine deaminase activity required for the PPR editing factors carrying it. However, many PPR proteins involved in editing are truncated and lack a DYW domain. We and others demonstrated that they can recruit DYW domains in *trans* from members of a small PPR protein subgroup, the DYW1-like proteins [31,32]. These six proteins, which were named after DYW1 the first one to be characterized [31], carry very few PPR domains, no canonical E2 and E+ domains but end with a DYW domain [6]. In particular, DYW2 was shown to be associated with the editing of hundreds of sites in *Arabidopsis thaliana* [6]. The DYW2 dependent editing sites show a strong positive bias to editing sites associated to a particular class of PLS-type PPR proteins, the E+ PPR proteins. These PPR proteins harbor the E1, E2 and E+ domains but lack the DYW domain. The functional association of DYW2 and E+ PPR proteins as well as their physical interactions both *in vitro* and *in vivo* [6,32] suggest that the DYW domain is provided by DYW2 exclusively to E+ PPR proteins.

In this study, we strengthened the link between E+ PPR proteins and DYW2 in *A. thaliana* by the refined analysis the *dyw2* mutant and the identification of 16 editing sites associated to 3 PLS-type PPR proteins, PGN, MEF37 and OTP90. We used this functional association to improve the binding predictions of the *A. thaliana* E+ PPR proteins.

## 2. Results

### 2.1. The Editing Defects in the dyw2 Mutant Define 2 Classes of RNA Editing Targets

The RNA-seq analysis of the *dyw2-1* KO mutant identified 392 differentially edited sites compared to the wild type (WT) and 261 were considered to depend on DYW2 [6]. This analysis covered 95 sites associated with known PPR proteins and showed that none of the 47 analyzed sites associated with DYW-PPR proteins depend on DYW2 whereas all of the 35 analyzed sites associated with E+-PPR proteins depend on DYW2. It supported the requirement of DYW2 specifically for the function of E+ PPR proteins. However, 14 editing sites associated with PPR proteins were missing from this study. Slight modifications of our bio-informatic pipeline (see Material and Methods) allowed the study of all 109 editing sites associated with PPR proteins using the Guillaumot et al. dataset [6]. This re-analysis identified 529 differentially edited sites in *dyw2-1* compared to the WT (Data S1). Among them, 487 were found in the mitochondrial genome and 42 in the chloroplastic genome. It should be noted that no genuine editing modification was found in nuclear encoded transcripts demonstrating the specificity of our improved pipeline (not shown). Among these 529 sites, all 39 sites associated with E+ PPR proteins showed a decrease of editing above 30% (*ccmB_428*, M18007 associated to CMW1 being the less affected with -31.4% of editing extent variation). Overall, 272 sites are differentially edited in *dyw2-1* with a decrease of editing extent above 25%. They don’t include any of the 55 editing sites associated with DYW-PPR proteins but one site associated to MEF19 [33], an E-PPR (*ccmB_566*, M17869) and one site associated to PPME [34], a P-PPR (*nad1_898*, M234052) (Figure 1, Data S1). 

To further study the specificity of DYW2 regarding PPR sub-families, we extended the repertoire of characterized editing sites by studying three editing PPR proteins: PGN [35], AT5G08305 and AT1G25360. 

### 2.2. Characterization of AT1G56570 (PGN), AT5G08305 (MEF37) and AT1G25360 (OTP90) 

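In the RefSeq annotation of the TAIR10 assembly, PGN (AT1G56570) lies on the plus strand of chromosome 1 from 21195644 to 21199130, with its coding sequence between 21195804 and 21197721. The gene AT1G56580 lies on the opposite strand, from 21198004 to 21199126, within the 3' part of PGN. The reads used here were counted by strand, so reads of AT1G56580 were not counted on PGN.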

PGN (AT1G56570) belongs to the E+ PPR protein subfamily with 13 predicted PPR motifs upstream of E1, E2 and E+ domains and is targeted to the mitochondria [35]. Similarly, AT5G08305 encodes an E+ PPR protein with 12 identified PPR motifs followed by E1, E2 and E+ domains. It is predicted to be targeted to mitochondria (Suba4 [36]) and was named Mitochondrial Editing Factor 37 (MEF37) (Figure 2A).

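AT5G08305 lies on the minus strand of chromosome 5 of the TAIR10 assembly, from 2669944 to 2671782. It is annotated with 1 exon and a coding sequence of 1605 bp, from 2670134 to 2671738, so a count of reads on this gene does not separate the parts of the transcript on either side of an insertion.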

The PPR protein encoded by AT1G25360 was named ORGANELLAR TRANSCRIPT PROCESSING 90 (OTP90). Containing 15 identified PPR domains upstream of E1, E2 and DYW C-terminal domains (Figure 2A), OTP90 belongs to the PLS-DYW subgroup of the PPR family [23]. OTP90 was shown to be targeted to both organelles after expression of fusions of its N-terminal 100aa peptide as well as the full length protein to the fluorescent DsRed2 protein in transient expression assays [10]. To complete these data, we confirmed the subcellular localization of OTP90 in stable transgenic *Arabidopsis* lines (Figure S1). We also showed that OTP90 interacts with MORF proteins (Figures S2 and S3). 

To decipher their molecular function, we identified mutants with T-DNA insertions in each of these three genes. The Salk_141937 line (*pgn*) was used by Laluk et al. [35] to characterize the function of PGN. We confirmed that *pgn* mutants did not show any major macroscopic phenotype in normal growth conditions (Figure 2B) but are slightly more sensitive to *Botrytis cinerea* infection (Figure S4). An RNA-seq comparison of *pgn* leaves with Col-0 ones in normal growth conditions confirmed the absence of full length *PGN* transcripts in *pgn* and identified 98 differentially expressed genes (DEG; Data S2) but no significant gene ontology enrichment. 

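Leaf RNA of 3 Col-0, 3 pgn and 3 mef37-1 samples was sequenced as stranded total RNA libraries depleted of ribosomal RNA, with single-end reads of 75 nt. The same series holds 3 libraries each of the insertion lines at3g50420 and at5g10690. The plants had 16 h of light and 8 h of dark; the paper gives 22 °C and 20 °C for day and night, and the sample labels give 20 °C and 18 °C. The authors mapped the reads with STAR without spliced alignments, kept every best position of a read, and counted reads on the exons of each gene by strand with featureCounts, reads with several positions included. They deposited these counts per gene without normalization. Each library holds counts for 32733 genes, of which 53 are mitochondrial and 132 are plastid genes. The total count ranged from 23574511 to 30901304 in Col-0 (median 26173053), from 23529469 to 28516724 in pgn (median 26067337) and from 21899344 to 28450968 in mef37-1 (median 24913273). Plastid genes took from 59.1% to 65.0% of the counts of the 15 libraries, and mitochondrial genes from 0.879% to 1.56%. No pair of replicates held the same library, since their counts differed by 24.4 to 130 times the sampling variance. From the counts, each mutant was compared with Col-0 in its own fit, with TMM normalization, edgeR's filter on low counts and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05.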

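PGN itself was counted 23, 36 and 22 times in the Col-0 libraries and 9, 6 and 16 times in the pgn libraries. Its normalized count was 27.4 ± 13.8 (SD, n = 3) in Col-0 and 10.5 ± 2.94 (SD, n = 3) in pgn, a log2 fold change of -1.34 (standard error 0.453, adjusted p = 1.00 from edgeR's quasi-likelihood test). The unadjusted p of PGN, a gene chosen beforehand to check the labels, was 0.0218 from the same test. Each pgn library lay below each Col-0 library. With each library left out in turn the log2 fold change stayed between -1.56 and -0.87. The reads counted on PGN in pgn are not separated into full length and shorter transcripts. Of the 17521 genes tested, 0 had an adjusted p under 0.05 and 153 had an unadjusted p under 0.05. Libraries with the same replicate number deviated together from their group means (mean correlation 0.688 between pgn and Col-0). With the replicate number as a block, the log2 fold change of PGN was -1.26 and 1 gene was called, AT1G53480, which overlaps AT1G53490 on the opposite strand and was named after its values were seen; 1239 genes then had an unadjusted p under 0.05. The count moved most under edgeR's likelihood ratio test with the block and no filter on low counts, a setting chosen after the values were seen, which called 110 genes. The part of Data S2 used here lists 10 genes that the paper calls in pgn. Of these, 6 passed the filter, 3 of them higher and 3 lower in pgn, with log2 fold changes from -1.70 to 1.31. Without the block, 0 had an adjusted p under 0.05 and 1, AT1G12845, an unadjusted p under 0.05. With the replicate number as a block the standard error of each of the 6 fell. For AT1G14250 it fell from 0.889 to 0.123, at log2 fold changes of 0.91 and 1.00. The smallest adjusted p among the 6 was then 0.371 (edgeR's quasi-likelihood test with the block), so 0 were called. AT1G12845 had 151 ± 13.6 normalized counts in Col-0 and 245 ± 33.3 in pgn (SD, n = 3), a log2 fold change of 0.70 (standard error 0.163, adjusted p = 1.00 from edgeR's quasi-likelihood test), and -0.0301 against the 9 libraries of the other mutant lines. Of the 44 mitochondrial genes tested, 0 were called and 0 had an unadjusted p under 0.05, and their log2 fold changes lay between -0.41 and 0.26. From the RNA-seq comparison the paper states that full length PGN transcripts are absent in pgn and lists the differentially expressed genes in Data S2.

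**Figure D1:**
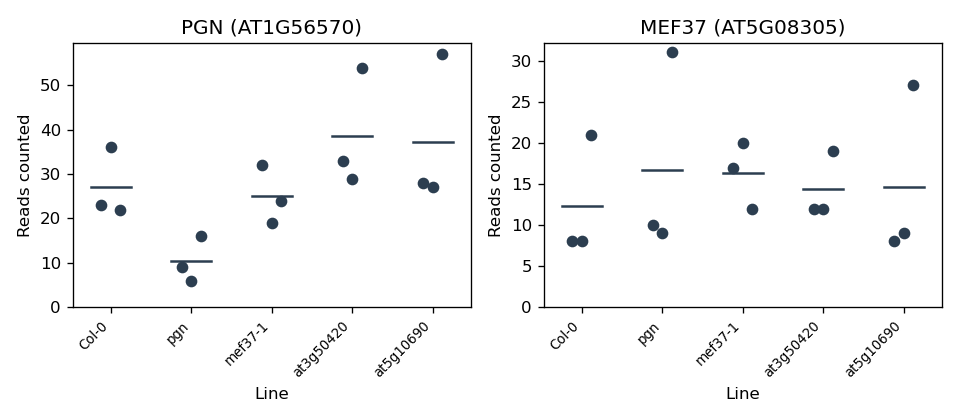
Reads counted on PGN (left) and MEF37 (right) in each library of the 5 lines, against the line on the x axis. Each point is 1 library and each bar the mean of 3. PGN was counted 9, 6 and 16 times in pgn, and MEF37 17, 20 and 12 times in the libraries labelled mef37-1.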

Two independent mutant lines were used to characterize the function of MEF37, Salk_058773 (*mef37-1*) and Salk_110420 (*mef37-2*). The analysis of the T-DNA flanking sequences identified an insertion 373 bp and 586bp from the initiation codon respectively. The *mef37-1* mutant did not show any major macroscopic phenotype in normal growth conditions (Figure 2B). Its RNA-seq analysis confirmed the absence of full length *MEF37* transcripts in leaves and identified 34 DEG (Data S2) showing a significant enrichment for genes with the GO term “Response to acid chemical”.

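MEF37 (AT5G08305) was counted 8, 8 and 21 times in the Col-0 libraries and 17, 20 and 12 times in the libraries labelled mef37-1. The targeted gene was thus not lower in the libraries labelled mef37-1, with a log2 fold change of 0.58 (standard error 0.455, adjusted p = 1.00 from edgeR's quasi-likelihood test), between 0.27 and 1.13 with each library left out in turn and 0.64 with the replicate number as a block. Of 17561 genes tested, 1 was called and 247 had an unadjusted p under 0.05. The called gene was MAF5 (AT5G65080), with 2.90 ± 1.82 normalized counts in Col-0 and 127 ± 22.2 in the libraries labelled mef37-1 (SD, n = 3), a log2 fold change of 5.32 (standard error 0.380, adjusted p = 0.0466 from edgeR's quasi-likelihood test). MAF5 was counted 22, 9 and 42 times in pgn, where it did not pass the filter, and it was also higher than in Col-0 in at3g50420 and at5g10690. Same-numbered libraries of this comparison had a mean correlation of 0.544, and with the block 2 genes were called, MAF5 and AT1G53480, and 638 had an unadjusted p under 0.05. With each library left out in turn, 0 genes were called, with 146 to 937 genes at an unadjusted p under 0.05. Among the 44 mitochondrial genes tested, 0 were called and 0 had an unadjusted p under 0.05.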

The analysis of the T-DNA flanking sequences in the SM_3_29659 line (*otp90*) identified an insertion 806 bp after the initiation codon. The *otp90* mutant did not show any major macroscopic phenotype in normal growth conditions (Figure 2B) but we observed shorter primary roots in *in vitro*-germinated *otp90* mutants and smaller seeds were collected on adult plants (Figure S5). These phenotypes were not observed in OTP90 complemented *otp90* lines (Figure S5). The RNA-seq analysis of *otp90* mutant confirmed the absence of full length *OTP90* transcripts in *otp90* leaves and identified 12 DEG (Data S2) including two out of the three copper/zinc superoxide dismutases (*CSD1* and *CDS2*) which are downregulated in *otp90*.

### 2.3. pgn, mef37and otp90 Mutants Are Impaired in Mitochondrial C to U Editing

PGN, MEF37 and OTP90 are proteins belonging to PPR subfamilies involved in RNA editing. We characterized the editotype of *pgn*, *mef37-1* and *otp90* by RNA-seq. 

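For the editing of pgn and mef37-1, the numbers of edited (U) and unedited (C) reads at each site in 3 Col-0 and 3 mutant libraries were taken from Data S1, where the authors give them per library. The editing extent is the share of edited reads. From these reads, each site with at least 10 reads in every library was tested with edgeR's quasi-likelihood test with a coefficient per library, and p-values were adjusted by Bonferroni's method over mitochondrial and plastid sites separately, with 0.05 as the threshold. The mef37-1 sheet was complete. Of the pgn sheet, 112 mitochondrial and 303 plastid sites were used here; they are listed in order of p-value, so the spread between replicates was estimated on selected sites, and the adjustment for pgn used the 1324 mitochondrial sites that the authors' own adjustment implies. Intervals given for single libraries are exact Clopper-Pearson intervals at 95% and, like the smallest detectable extent of 3 reads, cover counting error only.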

Using the same analysis pipeline as for *dyw2*, we were able to quantify the editing rate at 204 to 453 editing sites in plastids and 1305 to 1441 editing sites in mitochondria. 

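In the mef37-1 comparison, Data S1 lists 1305 mitochondrial and 204 plastid sites, of which 1273 and 198 had at least 10 reads in every library. The median number of reads per mitochondrial site was between 181 and 319 across the 6 libraries.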

Among them, we identified several differentially edited sites in each mutant line (Table 1). 

In *mef37-1*, 11 mitochondrial sites were found differentially edited. 

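Of the 1273 mitochondrial sites tested, 8 were called in the libraries labelled mef37-1, all of them less edited than in Col-0, and all among the sites that the paper lists. Of 198 plastid sites, 0 were called and 1 had an unadjusted p under 0.05. The extents of same-numbered libraries deviated together (mean correlation 0.336 over 312 sites of intermediate editing), and with the replicate number as a block 10 sites were called, 9 less and 1 more edited. Fisher's exact test on pooled reads and the binomial logistic test, which do not use the spread between replicates, moved the count most. Each called 23 sites, 15 mitochondrial and 8 plastid, with 15 less and 8 more edited. With each library left out in turn, 7 or 8 sites were called. The 3 remaining sites of Table 1 were M362349, M49473, with an adjusted p of 0.274, and M189896, with 1.00 (edgeR's quasi-likelihood test). At M49473 the extent was 0.554% ± 0.123 (SD, n = 3) in Col-0, and 0 of 3063 reads were edited in the libraries labelled mef37-1, where the smallest detectable extent was 0.371% in the library with the fewest reads. At M189896 it was 3.47% ± 1.92 (SD, n = 3) in Col-0 and 0 of 468 reads, with a smallest detectable extent of 2.38%. M49473 lies in atp6, of which more than 1 copy is annotated, so reads of another copy may be counted at that site.

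**Figure D2:**
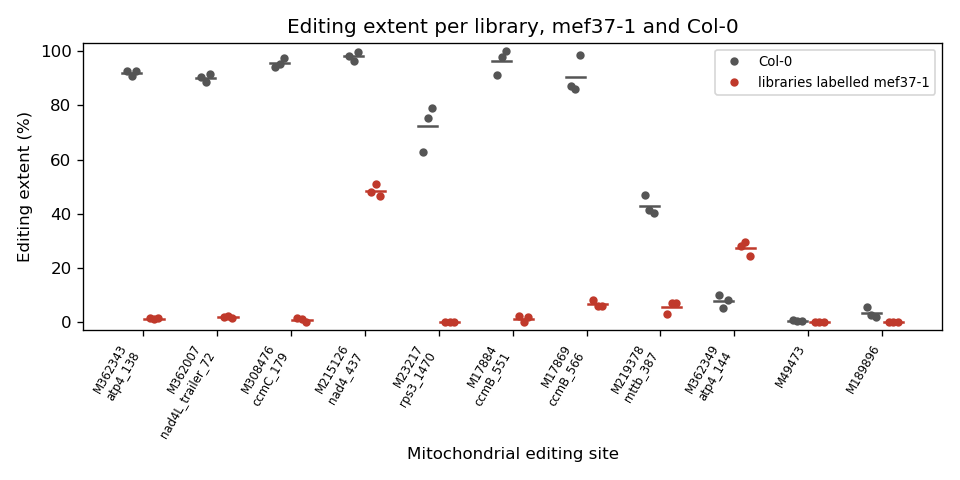
Editing extent in percent at the 11 sites of Table 1 for mef37-1. Each point is 1 library, grey for Col-0 and red for the libraries labelled mef37-1, and each bar the mean of 3 libraries. The extent at M215126 was 48.5% in the libraries labelled mef37-1, and at M362349 it was 27.3% against 7.74% in Col-0.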

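Relative to Col-0, the extent in the libraries labelled mef37-1 changed by -50.6% at M215126, by -86.6% at M219378, by -92.7% at M17869 and by -98.0% to -99.1% at M362007, M17884, M362343 and M308476. At M23217, M49473 and M189896 the change was -100%, with no edited read in these libraries.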

The edition of 10 sites was inhibited from 51 to 100%. Seven of them (*ccmB_566, ccmB_551, rps3_1470, mttb_387, ccmC_179, nad4L_trailer_72* and *atp4_138*) being edited with a rate of less than 7% in the mutant when they were 70-99% edited in wild type leaves. These sites include M17869 (*ccmB_566*) which is known to be edited by MEF19. In contrast, editing of *nad4_437* was decreased by only 50% suggesting that MEF37 is not required for this site and that another editing factor is also able to target this site. 

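The extent at M362343 (atp4_138) was 92.1% ± 0.936 in Col-0 and 1.28% ± 0.196 in the libraries labelled mef37-1 (SD, n = 3, adjusted p = 8.57e-08 from edgeR's quasi-likelihood test). At M362007 (nad4L_trailer_72) it was 90.2% ± 1.64 and 1.80% ± 0.445, and at M308476 (ccmC_179) 95.7% ± 1.64 and 0.860% ± 0.781, on 42 to 131 reads per library. M17884 (ccmB_551) had 96.4% ± 4.61 and 1.35% ± 1.17, on 47 to 125 reads. M23217 (rps3_1470) had 72.4% ± 8.47 in Col-0 and no edited read among 768 in the libraries labelled mef37-1, with a smallest detectable extent of 1.47%. M219378 (mttb_387) had 42.8% ± 3.57 in Col-0 and 5.72% ± 2.19 in the libraries labelled mef37-1 (adjusted p = 0.0183 from the same edgeR test). This was the site nearest the threshold among those called, and its adjusted p was above 0.05 in 5 of the 6 fits that each left out 1 library. At these sites every library labelled mef37-1 lay below every Col-0 library, a division that 3 libraries against 3 give by chance with a two-sided exact permutation p of 0.1, the smallest possible.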

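At M17869 the extent was 90.5% ± 6.88 in Col-0 and 6.65% ± 1.27 in the libraries labelled mef37-1 (SD, n = 3, adjusted p = 0.00119 from edgeR's quasi-likelihood test, and 2.47e-08 with the replicate number as a block, within a range from 6.28e-84 to 0.0256 over the alternatives). On 74, 85 and 84 reads, the 3 libraries labelled mef37-1 had extents of 8.11%, 5.88% and 5.95%, and the 3 intervals reached from 1.94% to 16.8%.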

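At M215126 (nad4_437) the extent was 98.1% ± 1.61 in Col-0 and 48.5% ± 2.32 in the libraries labelled mef37-1 (SD, n = 3, adjusted p = 0.000986 from edgeR's quasi-likelihood test), on 558 to 957 reads per library. The extents in the 3 libraries labelled mef37-1 were 47.9%, 51.1% and 46.6%. From the remaining editing the paper proposes that MEF37 is not required at this site and that another factor can target it.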

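At M362349 (atp4_144) the extent was 7.74% ± 2.33 in Col-0 and 27.3% ± 2.58 in the libraries labelled mef37-1 (SD, n = 3), on 496 to 902 reads per library. Each library labelled mef37-1, with 28.0%, 29.5% and 24.4%, lay above each Col-0 library, with 9.87%, 5.24% and 8.10%. The difference had an adjusted p of 0.0849 (edgeR's quasi-likelihood test with Bonferroni adjustment) and of 0.000286 with the replicate number as a block, within a range from 8.21e-55 to 0.797 over the alternatives.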

Interestingly, in addition to these sites with decreased editing in the *mef37-1* mutant, the edition of M362349 (*atp4_144*) was shown to be strongly increased from 7.7% to 27.3% in *mef37-1*. Except M49473 (*atp6_71*) which was not detected in the *dyw2* analysis because its editing is hardly detectable, all the editing defects of *mef37-1,* including the increase at *atp4_144*, were shown to be similarly impacted by the *dyw2* mutation (Table 1). 

Only two mitochondrial editing sites were shown to be affected in *pgn* mutants. 

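Among the 111 mitochondrial and 288 plastid sites of the pgn sheet that were tested, 2 mitochondrial sites were called and 0 plastid sites, with 3 plastid sites at an unadjusted p under 0.05. The same number was called with the replicate number as a block (mean correlation of same-numbered libraries 0.244 over 71 sites) and in each of the 6 fits that left out 1 library. The binomial logistic test, which uses no spread between replicates, moved the count most and called 18 sites. Of these, 5 were mitochondrial and 13 plastid sites, and 6 were less and 12 more edited.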

Editing of M8348 (*cox2_742*) and M165765 (*nad6_leader_-73*) was completely abolished with −100% of ΔEE. These 2 sites are similarly affected in the *dyw2* mutant with 11% and 3% editing, respectively (Table 1).

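At M8348 (cox2_742) the extent was 99.6% ± 0.205 in Col-0 and 0.0419% ± 0.0373 in pgn (SD, n = 3, adjusted p = 2.32e-06 from edgeR's quasi-likelihood test), with 3 edited reads among 6213 in the pgn libraries. At M165765 (nad6_leader_-73) it was 84.4% ± 5.16 in Col-0 and 0.177% ± 0.0753 in pgn (adjusted p = 2.16e-05 from the same edgeR test), with 7 edited reads among 3738. In the pgn library with the fewest reads, the smallest detectable extent was 0.192% at M8348 and 0.392% at M165765, above the mean extent at each site. These extents come from RNA-seq reads. From peak heights in direct cDNA sequencing, the paper gives reduced but remaining editing at both sites in pgn, more at M8348 than at M165765.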

Finally, the detailed editotype analysis of the *otp90* mutant by RNA-seq detected 12 mitochondrial sites differentially edited in *otp90*. The edition of seven of them was strongly inhibited (from 72 to 100%). These sites include six sites highly edited in Col-0: M59321 (*nad1_500*), M18355 (*ccmB_80*), M308481 (*ccmC_184*), M219668 (*mttB_97*), M17839 (*ccmB_596*) and M191687 (*ccmFc_1246*). On the other hand, similarly to what was observed for the *atp4_144* site in *mef37-1*, the edition of four sites was increased (from 7 to 149%). None of the six major editing defects of *otp90* mutant were observed in *dyw2*. 

To confirm the molecular function of the three PPR proteins, the corresponding mutants were complemented by overexpression of ORFs under the 35S promotor (MEF37 and PGN) or expression of the complete genomic locus (OTP90). As described previously, the OTP90 complemented *otp90* lines did not show the root and seed phenotypes observed in the mutants (Figure S5). The editotypes of the three mutants and their corresponding complemented lines were analyzed by direct cDNA sequencing of the major editing sites identified during the RNAseq analysis (Table 2, Figures S6–S8). 

All major RNA editing defects observed in RNAseq experiments were confirmed by Sanger sequencing and peak height analysis (Table 2). All these defects (8 in *mef37-2*, 2 in *pgn* and 6 in *otp90*) were restored in the corresponding complemented lines (Table 2). In particular, 6, 2 and 4 editing sites were abolished in *mef37*, *pgn* and *otp90* mutants, respectively.

### 2.4. Using the dyw2 Editing Defects to Refine the PPR Code for PLS PPR Proteins

With the molecular characterization of OTP90, MEF37 and PGN, 60 of the 205 PLS-type PPR proteins encoded in the genome of *Arabidopsis thaliana* have now been characterized and associated to 132 major editing sites both in plastids and mitochondria. In particular, 18 of the 59 E+ PPR proteins have now been associated to 49 major editing sites and all of them are DYW2-dependent reinforcing a model where the E+ PPR proteins require DYW2 for their function. This model can then be used to improve the predictions for uncharacterized E+ PPR proteins. The predictions are using a PPR code but also a list of potential binding sites. There are currently 795 identified editing sites corresponding to as many potential binding sites (Table S1). Given the previous results, for E+ PPR proteins, this list can be reduced to the 272 editing sites depending on DYW2. Using the binding site predictions of Kobayashi et al. [17] for the 18 characterized E+ PPR proteins showed that filtering for DYW2-dependent sites strongly improved the ranks of their associated editing sites (Table 3). 

Table S2 provides the binding predictions extracted from Kobayashi et al. [17] for the 59 A. thaliana E+ PPR proteins to the DYW2 dependent sites. As at least two DYW2 dependent sites (M17869 and M234052) are not associated to E+ PPR proteins (Figure 1), it is not possible to reduce the list of candidate PPR proteins binding to DYW2 dependent sites. For the same reason, it is not possible to reduce the list of potential editing sites for non E+ PPR proteins to DYW2 independent sites. However, as the characterized DYW2-independent sites are so far exclusively associated to non E+ PPR proteins (Figure 1), it is possible to reduce the list of candidate PPR proteins binding to DYW2-independent sites by removing the E+ PPR proteins (Table S3).

## 3. Discussion

A strong positive bias for sites associated to PPR-E+ proteins was recently identified in the RNAseq analysis of the *dyw2* mutant affected in a member of a small subfamily of PPR-DYW proteins [6]. Here, we strengthened this correlation by reanalyzing the *dyw2* dataset including 14 previously PPR-associated sites which were missed in the first analysis and by identifying the editing sites controlled by three new PPR proteins: OTP90, a DYW-type PPR and PGN and MEF37, and two E+-type PPR proteins. OTP90, PGN and MEF37 were shown to be mitochondrial editing PPR proteins involved in the editing of a total of 16 major editing sites.

### 3.1. OTP90, PGN and MEF37 Are Major Mitochondrial Editing Factors

*pgn* mutants were previously shown to be more sensitive to *Botrytis cinerea* infection [35]. Here, we identify PGN molecular function: this E+-type PPR is required for the editing of two mitochondrial sites, M8348 (*cox2_742*) and M165765 (*nad6_leader_-73*). 

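M8348 lies in the coding sequence of cox2, which spans 6264 to 8389 on the plus strand of the RefSeq mitochondrial genome of Col-0 (length 367808). The annotation records this edit as changing a CGG codon (arginine) to TGG (tryptophan). From 31 nt upstream to 5 nt downstream, the sequence is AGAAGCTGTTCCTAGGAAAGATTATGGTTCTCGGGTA. M165765 lies in the annotated 5' UTR of nad6, 73 nt before the coding sequence, which spans 165838 to 166455 on the plus strand. The sequence over the same interval is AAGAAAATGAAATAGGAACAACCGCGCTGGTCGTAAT.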

The impacts of these editing sites on COX2 and NAD6 proteins as well as the activities of the mitochondrial complexes they belong, cytochrome c oxidase and complex I, respectively, were not characterized. Accordingly, it is not possible to speculate on the causality link between PGN molecular function and its involvement in pathogen sensitivity.

As PGN, MEF37 is a canonical E+-type PPR. While *mef37* mutants did not show any macroscopic phenotype, our RNAseq analysis shows that MEF37 is a major mitochondrial editing factor which is required for editing of 6 sites, M17869 (*ccmB_566*), M17884 (*ccmB_551*), M23217 (*rps3_1470*), M219378 (*mttb_387*), M308476 (*ccmC_179*) and M362343 (*atp4_138*), and which is also involved in editing of M362349 (*atp4_144*) and M215126 (*nad4_437*). Noticeably, two couples of these sites have very close positions (M362343/M362349 and M17869/M17884) questioning the binding site positions of MEF37 and the putative links between the corresponding editing defects (see below).

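M362343 and M362349 are 6 nt apart in the coding sequence of atp4 (362206 to 362784, plus strand of the RefSeq mitochondrial genome), and the annotation records both edits as synonymous. M17884 and M17869 are 15 nt apart in ccmB (17814 to 18434, minus strand), where they change a serine codon to leucine and a serine codon to phenylalanine. M362343 lies upstream of M362349, and M17884 upstream of M17869 on the transcript strand. On the transcript strand, from 31 nt upstream to 5 nt downstream, the sequence at M362349 is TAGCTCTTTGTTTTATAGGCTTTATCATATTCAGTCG and at M17869 it is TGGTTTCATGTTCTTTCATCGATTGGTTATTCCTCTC.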

The mutation of OTP90, a DYW-type PPR, affects root growth at seedling stage and seed size. At the molecular scale, OTP90 is involved in the editing of 8 mitochondrial sites. Indeed, in *otp90*, editing is nearly abolished at 6 sites, M18355 (*ccmB_80*), M59321 (*nad1_500*), M219668 (*mttb_97*) and M17839 (*ccmB_596*), and strongly affected at M191687 (*ccmFc_1246*) and M308481 (*ccmC_184*). While the protein is dually targeted to mitochondria and plastids, we did not observe any defect in plastidial editing. We cannot exclude that OTP90 has another molecular function in these organelles. However, all DYW-type PPR identified so far are editing factors [26] with the exception of CRR2 which is involved in RNA cleavage in plastids [38] and our RNAseq analysis of *otp90* did not identified any defect in plastidial RNA. This absence of identified function of a PPR protein in a cell compartment where it is localized was already shown for OTP87 [39]. These silent editing factors could participate in the puzzling adaptability of the PPR family to organellar genome mutations especially at the RNA editing level.

### 3.2. OTP90, MEF37 and PGN Share Editing Sites with Several Other Editing Factors

Among the 16 major editing sites affected in *otp90*, *mef37* or *pgn* mutants, several were previously identified in other mutants. This is the case of all the editing sites affected in *mef37* or *pgn* mutants which are also differentially edited in *dyw2* (Table 1). This is also the case of the six major targets of OTP90 which are affected in *morf1* and *morf8/rip1* mutants [18,20]. 

Sharing a common editing site may reflect the need for the interaction of several editing factors to achieve editing. This was shown for CRR4 and DYW1 proteins which physically interact in order to edit plastidial ndhD_2 site [31] and, similarly, for DYW2 and E+-type PPR proteins such as CLB19 or SLO2 [6,32]. In this case, DYW1 and DYW2 proteins are proposed to bring a cytidine deaminase activity to the editosomes. 

MORF proteins have been reported to bind PLS class PPR proteins to enhance their affinity to target RNAs. Direct binding of MORF1 to the OTP90 *in vivo* and in yeast is consistent with the editing deficient phenotypes. Similarly, MORF1 may be required for increasing affinity between OTP90 and its target RNA sequence. It is unclear how MORF8 is involved in the RNA editing at the target sites of OTP90, since it did not bind to OTP90 at least in yeast. MORF1 may intermediate or support interaction between OTP90 and MORF8 as shown that MORF1 enhances interaction between MEF13 and MORF3 proteins [40].

In contrast, sharing a common editing site may also reflect a competition for site binding between different RNA binding proteins as well as indirect effects of mutations on binding sites of other RNA binding proteins. M17869 (*ccmB_566*) is affected in *mef37* as well as in *mef19*, a previously studied PPR mutant [33]. The PPR protein MEF19, encoded by the gene At3g05240, has 13 PPR repeats and is a member of the E-PPR proteins. In the *mef19* mutant line, RNA editing at M17869 (*ccmB_566*) was completely absent indicating that MEF19 is the single responsible specificity factor for this site and no other PPR protein can take its place for *cis*-element recognition [33]. The nucleotide at M17884 (*ccmB_551*), which is one of the targets of MEF37, is bound by the second PPR motif of MEF19 according to the PPR binding model. The two key amino acid residues for the PPR code, positions 6 and 1’ of the second PPR motif are an N and a D, respectively, which bind both U and C but preferentially to a U according to the PPR code. Therefore, transcripts of *ccmB* with an unedited C at position M17884 (*ccmB_551*) should be bound less efficiently by MEF19 than the edited version. These results strongly suggest that the RNA edition at M17884 (*ccmB_551*) is required for the binding of MEF19 and editing at M17869 (*ccmB_566*). Abolishment of an editing event leading to a lack of the downstream edition was also reported in *Physcomitrella patens*. While knock-out of PpPPR_71 gene completely lost RNA editing at *ccmFc-C122* [41], knock-down lines of PpPPR_65 reduced both *ccmFc-C103* and *ccmFc-C122* [42], suggesting editing at *ccmFc-C103* is required for the downstream site editing. Among the 795 putative *cis*-elements of editing sites in *Arabidopsis* organelles (pos -31 to -4 of known editing sites) 323 contain other editing sites which can influence the affinity of the PPR proteins as shown for the binding of MEF19 for the editing of M17869 (*ccmB_566*). Similarly, M362349 (*atp4_144*) is more edited in *mef37* while the edition of M362343 (*atp4_138*) which lies in the binding site of M362349 (*atp4_144*) is almost abolished. It suggests a higher affinity of the unknown PPR editing M362349 for the unedited M362343. Such secondary or even multiple sequential effects for downstream sites may be commonly present especially in mitochondria where many editing sites are closely located each other. This is somehow limiting reverse genetics based identification of PPR targets because in some cases it becomes impossible to separate the primary direct effect of a *ppr* mutant on its RNA target from secondary effects of sequence modification of the RNA target of another RNA binding protein.

This limitation can be exemplified by the study of PPME. PPME is so far one of the three non PLS-type PPR proteins involved in RNA editing. It is required for the editing of M234052 (*nad1_*898) and M234091 (*nad1_937*) but not M234082 (*nad1_*928) which stands between the 2 sites. In parallel, PPME was shown to bind M234052 (*nad1_*898) and M234082 (*nad1_*928) sites and not the downstream M234091 (*nad1_937*) site which is affected by its mutation [34]. Without further experiments, it remains unclear how this P-type PPR protein participates in the editing of mitochondrial transcripts.

### 3.3. Specificity of DYW2 for E+ PPR Proteins

All editing sites associated to E+ PPR so far are dependent on DYW2 for their edition but among the DYW2 dependent sites, M17869 (*ccmB_566*) is associated to MEF19, an E-PPR [33] and M234052 (*nad1_*898) is associated to PPME, a pure PPR [34]. 

As mentioned in the previous section, it is most likely that the impairment of M17869 (*ccmB_566*) edition in an E+ PPR mutant *mef37* and *dyw2* is a secondary effect of the lack of the direct target editing at M17884 (*ccmB_551*) which prevents the binding of MEF19. 

As also previously discussed, if PPME is required for the editing of M234052 (*nad1_*898) and M234091 (*nad1_937*), its molecular function in editing is not yet understood. In particular, the PPR code is not well conserved in this P-type PPR protein and it is unclear whether its function is to replace a canonical PLS-type protein or whether, like NUWA, it performs an unknown function in editing [34]. Moreover, only one of its two sites (M234052) is DYW2-dependent suggesting that DYW2 is not fundamentally required for the editing function of PPME. It is possible that M234052 (*nad1_*898) is edited by an unknown E+ PPR which requires both PPME and DYW2 to work. The best candidate PPR proteins for targeting this site according to the PPR code are two E+ PPR, At3g28640 and At3g28660 [17].

As a consequence the DYW2 criterion cannot be used to reduce the number of potential binding sites for other PLS-type PPR because it is not possible to consider that editing sites associated with non E+ PPR proteins are exclusively non DYW2-dependent.

On the other hand, the DYW 2 criterion is useful to limit the number of candidate targets of E+ PPR proteins. However, it needs to be noted that some E+ editing sites are not completely abolished in the *dyw2* mutant while they are in the corresponding E+ knock-out mutant. One explanation could be that the DYW2 protein was still present as traces in the *dyw2* mutant because of the use of the ABI3 promoter to bypass the embryo-lethality [6]. These traces could be sufficient to sustain the partial editing of a few sites. However, no *DYW2* transcript was detected by RNA-seq in these plants. It does not rule out the presence of traces of DYW2 but makes it unlikely. There are 6 DYW1-like proteins (DYW-PPR with very few PPR domains, no PG box and lack of conserved residues in the E2 domain): DYW1, DYW2, MEF8, MEF8s, AT2G34370 (DYW3) and AT1G29710 (DYW4). DYW1 is associated to CRR4 [31] but MEF8, MEF8s, DYW3 and/or DYW4 could be associated to some E+ PPR proteins. The editotype of the *mef8* mutant was characterized [43]. About a third of the MEF8-dependent sites are also DYW2-dependent and in these cases the editing is only partially abolished in either mutants or both (Table S4).

### 3.4. Limitations of the Code for PLS-Type PPR Proteins

The current PPR codes are almost exclusively based on the known editing sites/PPR associations which allow deriving the binding preferences of each PPR motif [14,15,17,44]. This analysis relies on the assumptions that editing PPR proteins bind from -4 and upstream of the sites which edition is significantly reduced in the corresponding KO mutant, one PPR motif per base and that the RNA binding site is not edited. 

While the binding of PLS type PPR proteins to the nucleotides located in position -4 and upstream of the editing site, one base per PPR motif seems demonstrated by several studies [13,45], care should be taken when identifying PPR binding sites through the reduction of editing in the corresponding KO mutant. First, it was shown that the proper binding of PLS PPR to its target RNA does not always result in editing [46,47,48] meaning that this approach can miss true binding sites. Second, as previously discussed the reduction of editing in KO mutants can be indirect and thus could not correspond to *bona fide* binding sites. These indirect effects can be suspected when a reduction in editing is associated to a close-by variation of editing or splicing. Furthermore, the advent of NGS allows not only the detection of completely abolished editing sites but also simple decrease in editing. We chose an arbitrary threshold of 25% of editing decrease to consider a site as dependent of a particular protein. Should these sites be considered as putative binding sites? And if yes, should they be given the same weight as abolished editing sites in the estimation of the binding preferences of each PPR motif? These remain open questions. They could be solved by dedicated RNA-PPR binding experiments such as RNA electromobility shift assay (REMSA) or analysis of PPR footprints on RNAs. However, these methods remain challenging for editing PPR proteins which probably transiently interact with their targets.

Using the DYW2 criterion for the prediction E+-PPR binding implies that some potential sites are ignored even if they get very good prediction scores. A simple explanation is that current prediction systems are not accurate. However, factors other than PPR motifs can dictate the binding pattern of a PPR. For example, it was shown that RNA secondary structures can impede PPR binding *in vitro* [13,49,50] but at the same time, several PPR proteins are known to bind to sites predicted to form RNA hairpins [51,52] which suggests that other RNA binding proteins are necessary to make these sites available to PPR proteins. On the other hand, PPR proteins are probably competing with other RNA binding proteins (other PPR proteins, CRM proteins…) so that PPR proteins are probably not binding *in vivo* to all their potential binding sites.

## 4. Materials and Methods 

### 4.1. Plant Material, Phenotype Characterization and Complementation Assay

*Arabidopsis thaliana* ecotype Columbia-0 (Col-0) was used as wild type plant. The T-DNA insertional mutants were obtained from the ABRC stock center. T-DNA homozygous plants were selected by PCR genotyping using the primers described in Table S5. The localization of the insertions was verified by sequencing of the PCR products. Plants were grown in chambers at 16 h/8 h light/dark cycles, 22 °C at day and 20 °C at night. For *in vitro* phenotype characterization of *otp90*, seeds were surface sterilized, sown in Murashige and Skoog (MS) solid medium with 0.8% (*W/V*) of agar-agar type E (Sigma Aldrich, Saint-Louis, MO, USA) and grown in a growth chamber (16-h light/8-h dark cycle, 22 °C, 50% hygrometry) after cold treatment for 48 h at 4 °C. Primary root length elongation was measured on 12 day old plantlets after cold treatment of seeds using EZ-Rhizo software [53]. 

For the complementation of the *otp90* mutant, a genomic 3595 bp fragment containing the promoter, the Open Reading Frame (ORF) and the terminator region of the *OTP90* gene was amplified using the primers described in Table S5 and cloned into the pGWB1 binary vector [54] by Gateway^TM^ (Invitrogen, Carlsbad, CA, USA). The *pgn* mutant was complemented with the ORF of *PGN* amplified with the primers described in Table S5 and cloned into the pGWB14 binary vector [55] by Gateway^TM^ (Invitrogen, Carlsbad, CA, USA). For the complementation of *mef37-2*, the ORF of the MEF37 gene was amplified using the primers described in Table S5 and cloned into the pMpGWB102 binary vector [56] by the In-Fusion cloning system (Takara Bio Europe, Saint-Germain-en-Laye, France). 

### 4.2. RNA Analysis

Total RNA was extracted from leaves using the NucleoZOL kit (Macherey-Nagel, Hœrdt, France) followed by a purification with the Agencourt RNACleanup XP beads (Beckmann-Coulter, Villepinte, France). The sequencing libraries were constructed using the TruSeq Stranded Total RNA with Ribo-Zero Plant (Illumina Inc., San Diego, CA, USA) and then sequenced with a Nextseq500 in single-end 75 bp. The RNA-seq data was analysed as described [57] except for the following modifications. The reads were mapped with STAR v2.7.0c [58] on the *A. thaliana* genome available from the release 39 of EnsemblGenomes but the mitochondrial genome was replaced by the Col-0 mitochondrial genome from the NCBI under the accession BK010421. The mapping parameters were --outSAMprimaryFlag AllBestScore --outFilterMultimapScoreRange 0--alignIntronMax 1.

### 4.3. Direct cDNA Sequence Analysis.

For direct cDNA sequencing, relevant cDNA fragments covering one or more editing sites were obtained by RT-PCR amplification according to published protocols [47]. At the RNA editing sites, cDNA sequences were evaluated for the respective C to T differences. RNA editing levels were estimated by the relative heights of the respective nucleotide peaks in the sequence analyses. Ratios between heights were calculated with the DNA Dynamo program. Sequences were obtained commercially from 4base lab (Reutlingen, Germany) or from Macrogen (Seoul, South Korea).

### 4.4. Subcellular Protein Localization

The OTP90 full-length ORF without stop codon was cloned into p0229-DsRed2 destination vector using Gateway cloning and the primers described in Table S5. After transformation of A. thaliana Col-0 plants, Subcellular localization of the OTP90:DsRed2 fusion protein was observed in root and cotyledon cells of 10–15 days old primary transformants grown on MS solid medium using a spectral Leica SP2 AOBS confocal microscope (Leica Microsystems, Wetzlar, Germany) equipped with an argon laser and a HeNe laser. To confirm the mitochondrial localization, the seedlings were stained with 1 µM of Mito-tracker green marker (Invitrogen) for 15–30 min. Signals were detected using laser lines at 488 nm (Mito-tracker green; excitation/emission 488/510–530 nm) and 543 nm (DsRed2; excitation/emission 543/570–600 nm/chlorophyll autofluorescence; excitation/emission 543/600–700 nm). The images were coded green (Mitotraker green or chlorophyll autofluorescence) and red (DsRed2) giving yellow co-localization signals when green and red signals overlapped in merged images.

### 4.5. Yeast Two Hybrid Assays 

Sequences coding for OTP90 and the various MORF were cloned with the In-Fusion HD cloning system (Takara Bio Europe, Saint-Germain-en-Laye, France). OTP90 inserts were integrated into the binding domain containing vector pGBKT7, and MORF into the activator domain containing vector pGADT7 of the GAL4 Two Hybrid System 3 (Takara Bio Europe, Saint-Germain-en-Laye, France). The vectors were co-transfected for expression into yeast cells (PJ69-4A) according to the protocol. Yeast cells with both bait and prey vectors were cultured in synthetic dropout medium without Leu and Trp. 5 µL of suspended cells with an OD600 of 0.3 were dropped onto the various selection media plates. To detect strong interactions, 2.5 mM of 3-Amino-1,2,4-triazole was added in the media plates.

### 4.6. In Vivo Protein–Protein Interaction Assay with BiFC Analysis

For *in vivo* protein–protein interaction assays, OTP90, MORF1, MORF2, MORF3, MORF4, MORF5 and MORF9 were fused with either YFP-N (1-155) or YFP-C (156–239) at their C terminus, respectively and cloned under 35S promoter. OTP90 was cloned in pGWB1 binary vector [54] by LR recombination reaction (Invitrogen) whereas MORF proteins were cloned in pMDC123 vector [59] containing a multiple cloning site from pET41 (Merck Millipore Novagen®, Darmstadt, Germany) with In-Fusion HD cloning system (Clontech). Combinations of agrobacteria containing OTP90-YFP-N and each MORF-YFP-C, on one hand and OTP90-YFP-C and each MORF-YFPN, on the other hand, were used at equal concentration to agroinfiltrate 3-weeks old tobacco leaves. After 48 h of incubation at 21 °C, transformed tobacco cells were analyzed using a confocal microscope Leica, TCS SP5 II.

## Figures and Tables

**Figure 1:**
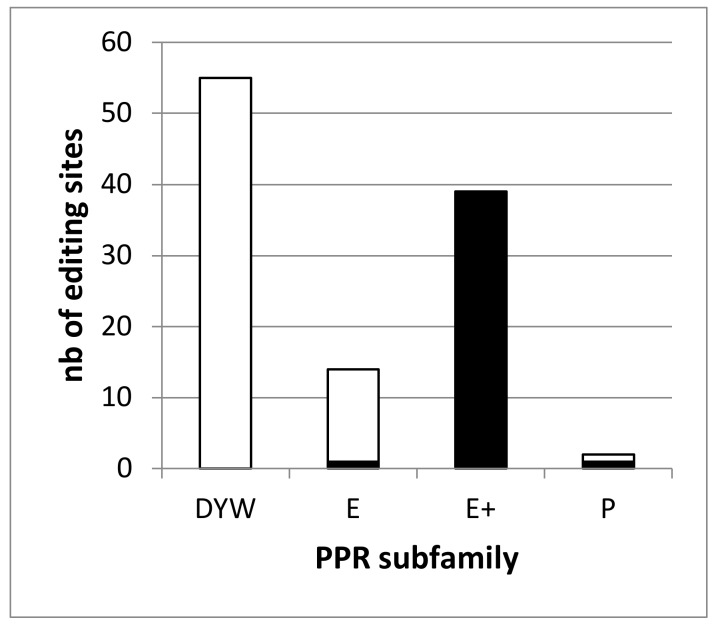
The editing defects in the *dyw2* mutant define two classes of RNA editing targets. The number of editing sites associated to a PPR of a given subfamily and depending on DYW2 (differentially edited in *dyw2-1* with a decrease of editing extent above 25%) is shown in black. The number of editing sites associated to a PPR of a given subfamily and independent of DYW2 is shown in white.

**Figure 2:**
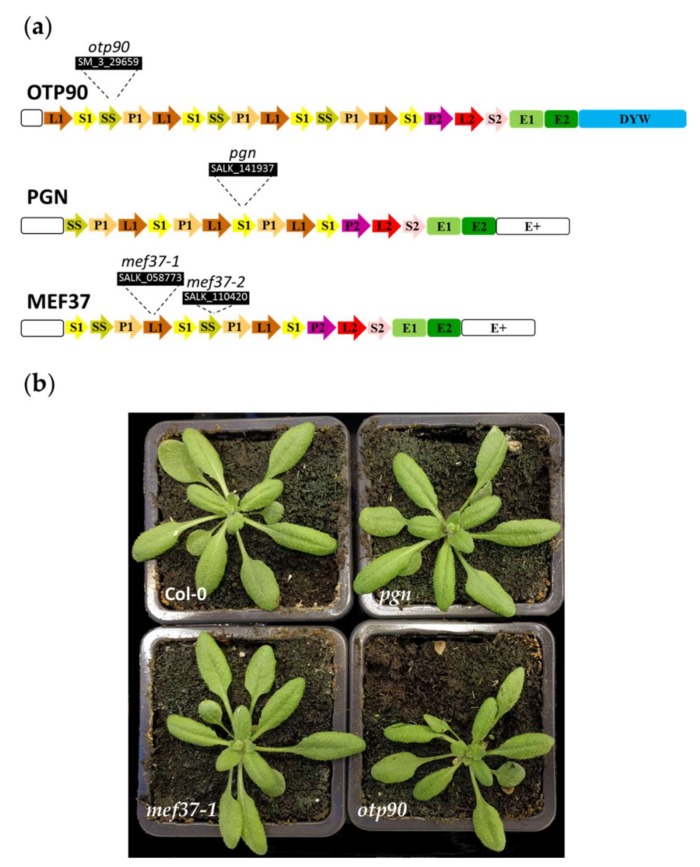
The three PPR proteins and their mutants. (**a**) Predicted domains of the proteins according to [37]. The positions of the T-DNA insertions in the corresponding genes are shown. (**b**) Phenotype of 25 day-old mutants compared to Col-0.

**Table 1:** Differentially edited sites identified by RNA-seq in the *mef37-1*, *pgn* and *otp90* mutants compared to edit extent at these sites in *dyw2* mutant.

Mutant	Position ^1^	Site Name ^2^	WT ^3^	Mutant ^4^	ΔEE ^5^	Padj. ^6^	*dyw2* ^7^	ΔEE *dyw2* ^8^	Padj. *dyw2* ^9^
***mef37-1***	M17869	*ccmB_566*	90.5%	6.6%	−93%	0.000	13%	−86%	0.000
	M17884	*ccmB_551*	96.4%	1.4%	−99%	0.000	4%	−96%	0.000
	M23217	*rps3_1470*	72.4%	0.0%	−100%	0.000	1%	−99%	0.000
	M49473	*atp6_71*	0.6%	0.0%	−100%	0.002	ND	ND	ND
	M189896	*ccmFc_414*	3.5%	0.0%	−100%	0.002	0%	−98%	0.000
	M215126	*nad4_437*	98.1%	48.5%	−51%	0.000	71%	−28%	0.000
	M219378	*mttb_387*	42.8%	5.7%	−87%	0.000	1%	−96%	0.000
	M308476	*ccmC_179*	95.7%	0.9%	−99%	0.000	2%	−97%	0.000
	M362007	*nad4L_trailer_72*	90.2%	1.8%	−98%	0.000	2%	−97%	0.000
	M362343	*atp4_138*	92.1%	1.3%	−99%	0.000	5%	−95%	0.000
	M362349	*atp4_144*	7.7%	27.3%	253%	0.000	46%	331%	0.000
***pgn***	M8348	*cox2_742*	99.6%	0.0%	−100%	0.000	11%	−89%	0.000
	M165765	*nad6_leader_-73*	84.4%	0.2%	−100%	0.000	3%	−97%	0.000
***otp90***	M17839	*ccmB_596*	81.8%	23.0%	−72%	0.000	93%	11%	0.000
	M18355	*ccmB_80*	83.9%	5.9%	−93%	0.000	89%	12%	0.000
	M59321	*nad1_500*	73.9%	0.0%	−100%	0.000	87%	−3%	1.000
	M191687	*ccmFc_1246*	67.6%	12.7%	−81%	0,000	77%	26%	0.000
	M209816	*nad4_194*	9.6%	14.7%	54%	0.027	2%	−72%	0.000
	M209909	*nad4_111*	68.9%	84.6%	23%	0.000	92%	5%	0.000
	M219657	*mttb_108*	4.8%	0.2%	−95%	0.006	0%	−97%	0.000
	M219668	*mttb_97*	81.6%	1.9%	−98%	0.000	77%	−4%	1.000
	M233590	*matR_1950*	3.1%	7.8%	149%	0.049	0%	−94%	0.000
	M308481	*ccmC_184*	83.3%	5.6%	−93%	0.000	87%	4%	1.000
	M329728	*cox3_trailer_248*	0.6%	0.0%	−92%	0.000	2%	257%	0.000
	M362007	*nad4L_trailer_72*	86.9%	92.6%	7%	0.000	2%	−97%	0.000

^1^ M stands for “mitochondrion” followed by the position of the site in the mitochondrial genome of Col-0. ^2^ the name of the transcript followed by the position of the site after the start codon except when “trailer” or “leader” is mentioned in which case it is the position after the stop codon or before the start codon respectively. ^3^ editing extent in Col-0. ^4^ editing extent in the mutant. ^5^ variation of editing extent between the mutant and Col-0. ^6^ Pvalue adjusted with the Bonferroni correction for the mutant/Col-0 comparison. Values below 0.05 are considered significant. ^7^ editing extent in *dyw2*. ^8^ variation of editing extent between *dyw2* and Col-0. ^9^ Adjusted Pvalue for the *dyw2*/Col-0 comparison. ND: not detected. The values for the detected editing sites are given in Data S1.

**Table 2:** Mitochondrial C to U editing events analyzed in each mutant by direct cDNA sequencing. Editing levels are estimated for each gene in percentage related to the peak sizes (shown in Figures S6–S8). Arabidopsis mitochondrial nucleotide editing events analyzed are indicated by their position in the transcript sequence.

Mutant	Position	Site Name	WT ^1^	Mutant ^2^	Compl ^3^
***mef37-2***	M17869	*ccmB_566*	100%	<5%	100%
	M17884	*ccmB_551*	100%	<5%	100%
	M23217	*rps3_1470*	85%	<5%	100%
	M215126	*nad* *4_437*	100%	70%	100%
	M219378	*mttb_387*	40%	<5%	50%
	M308476	*ccmC_179*	100%	<5%	100%
	M362343	*atp4_138*	100%	<5%	100%
	M362349	*atp4_144*	<5%	35%	<5%
***pgn***	M8348	*cox2_742*	85–90%	40–45%	85–90%
	M165765	*nad6_leader_-73*	85–90%	15%	85–90%
***otp90***	M17839	*ccmB_596*	100%	30-35%	100%
	M18355	*ccmB_80*	85–90%	<5%	75%
	M59321	*nad1_500*	100%	<5%	100%
	M191687	*ccmFc_1246*	55%	15%	90%
	M219668	*mttb_97*	80%	<5%	80–85%.
	M308481	*ccmC_184*	70%	<5%	85%

**^1^** Editing level in Col-0; **^2^** editing level in the mutant; **^3^** editing level in a corresponding complementation line. The symbol (-) means that no significant differences were found in mutant compared to Col-0.

**Table 3:** Prediction of binding on their associated editing sites for the 18 characterized E+ PPR proteins using the system published in [17].

PPR	Position ^1^	Site Name ^2^	Rank ^3^	Rank DYW2 ^4^
AEF1	M26928	*nad5_1580*	1	1
AEF1	P12707	*atpF_92*	18	6
AHG11	M215187	*na* *d4_376*	1	1
CLB19	P69942	*clpP_559*	2	2
CLB19	P78691	*rpoA_200*	5	5
COD1	M6961	*cox2_698*	6	2
COD1	M6516	*cox2_253*	8	4
COD1	M209881	*nad4_1129*	34	14
CRR21	P116785	*ndhD_383*	1	1
CWM1	M235780	*nad5_598*	2	1
CWM1	M18007	*ccmB_428*	4	2
CWM1	M308760	*ccmC_463*	12	6
GRS1	M165940	*nad6_103*	1	1
GRS1	M361691	*nad4L_55*	2	2
GRS1	M160356	*rps4_377*	33	14
GRS1	M83057	*nad1_265*	109	41
MEF12	M235556	*nad5_374*	1	1
MEF13	M189532	*ccmFc_50*	1	1
MEF13	M189897	*ccmFc_415*	2	2
MEF13	M161857	*nad2_59*	3	3
MEF13	M215405	*nad4_158*	4	4
MEF13	M28242	*nad5_1916*	5	5
MEF13	M330460	*cox3_314*	6	6
MEF13	M27013	*nad5_1665*	47	21
MEF21	M330517	*cox3_257*	1	1
MEF25	M83014	*nad1_308*	12	7
MEF37	M215126	*nad4_437*	1	1
MEF37	M17884	*ccmB_551*	3	2
MEF37	M17869	*ccmB_566*	12	5
MEF37	M23217	*rps3_1470*	17	8
MEF37	M308476	*ccmC_179*	46	22
MEF37	M362343	*atp4_138*	57	24
MEF37	M219378	*mttB_387*	70	31
OTP72	M23724	*rpl16_440*	1	1
OTP80	P86055	*rpl23_89*	1	1
PGN	M8348	*cox2_742*	1	1
PGN	M165765	*nad6_leader_-73*	2	2
SLG1	M288290	*nad3_250*	1	1
SLO1	M215114	*nad4_449*	1	1
SLO1	M24992	*nad9_328*	2	2
SLO2	M241512	*nad7_739*	2	1
SLO2	M219621	*mttB_144*	4	2
SLO2	M361746	*nad4L_110*	76	23
SLO2	M219099	*mttB_666*	139	47
SLO2	M219620	*mttB_145*	177	65

^1^ M stands for “mitochondrion” followed by the position of the site in the mitochondrial genome of Col-0. P stands for “plastid”. ^2^ the name of the transcript followed by the position of the site after the start codon except when “leader” is mentioned in which case it is the position before the start codon. ^3^ rank of the corresponding editing site using the full list of potential binding sites. ^4^ rank using only the DYW2-dependent sites.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/9/2/280/s1, Figure S1: OTP90 is dually targeted to mitochondria and plastids in transgenic Arabidopsis thaliana plants, Figure S2: OTP90 interacts with MORF proteins in Yeast two hybrid, Figure S3: OTP90 interacts with MORF1 in BiFC, Figure S4: The pgn mutant is more sensitive to Botrytis cinerea, Figure S5: The otp90 mutant is impaired in root length and seed size, Figure S6: Complementation of the pgn mutant for RNA editing defects in two mitochondrial sites. Figure S7: Complementation of the mef37-2 mutant for RNA editing defects in eight mitochondrial sites. Figure S8: Complementation of the otp90 mutant for RNA editing defects in six mitochondrial sites, Data S1: Full editotypes of dyw2, pgn, mef37-1 and otp90 mutants by RNA-seq, Data S2: full expression profiles of dyw2, pgn, mef37-1 and otp90 mutants by RNA-seq, Table S1:Mitochondrial and plastidial editing sites identified by RNAseq analysis in Arabidopsis, Table S2: “E+PPR-to-DYW2 editing site” prediction data, Table S3: "non DYW2 Editing site-to-non E+ PPR" prediction data, Table S4: comparison of MEF8-dependent sites with dyw2 results, Table S5: primers used in this study.

# Supplementary material for: The Analysis of the Editing Defects in the dyw2 Mutant Provides New Clues for the Prediction of RNA Targets of Arabidopsis E+-Class PPR Proteins
**Source:** Plants (Basel). 2020 Feb 21;9(2):280. doi: 10.3390/plants9020280
**Supplement:** Supplementary file 1

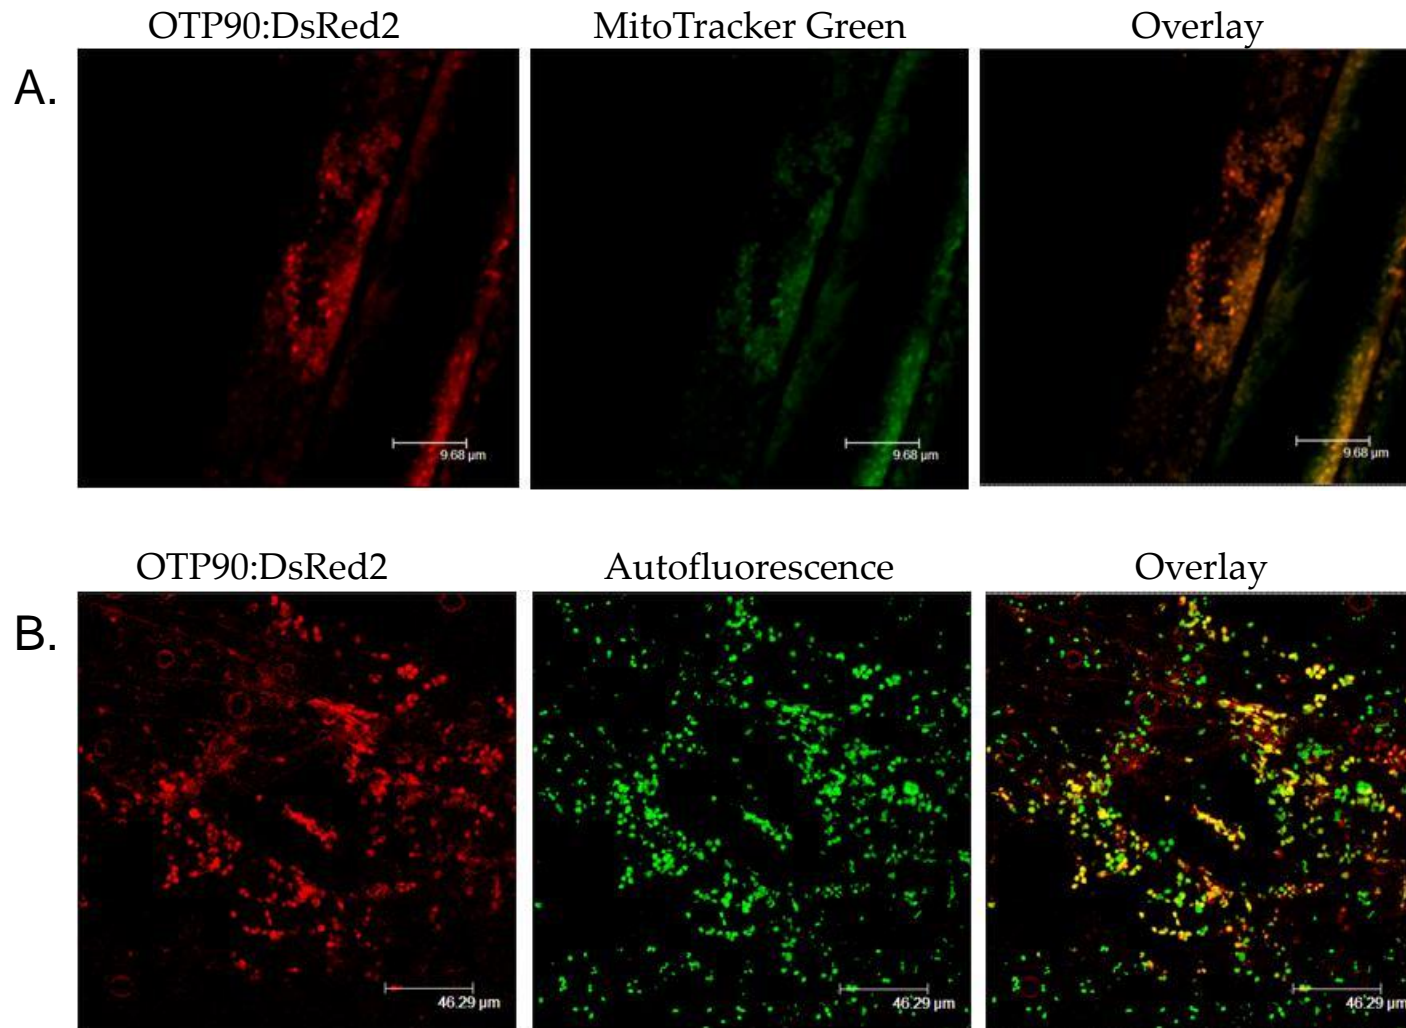

**Figure S1. OTP90 is dually targeted to mitochondria and plastids in transgenic *Arabidopsis thaliana* plants.**

(a). Roots of *Arabidopsis* plantlets expressing OTP90:DsRed2 fusion protein stained with MitoTracker Green. The RFP fluorophore (in red) and the MitoTracker Green staining (in green) were simultaneously visualized. Overlay panel shows combined fluorescence.

(b). Cotyledons of *Arabidopsis* plantlets expressing OTP90:DsRed2 fusion protein. The RFP fluorophore (in red) and the chlorophyll autofluorescence (in green) were simultaneously visualized. Overlay panel shows combined fluorescence.

|                  | BD OTP90                                                                            |                                                                                     |
|------------------|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|
|                  | 7D                                                                                  | 13D                                                                                 |
| 3-AT             | -                                                                                   | +                                                                                   |
| AD MORF1         |    |    |
| AD MORF2         |    |    |
| AD MORF3         |    |    |
| AD MORF4         |    | 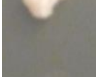   |
| AD MORF5         |    |    |
| AD MORF6         |    | 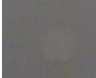   |
| AD MORF7         |   |   |
| AD MORF8         |  |  |
| AD MORF9         |  |  |
| Positive control |  |  |
| Negative control |  |  |

**Figure S2. OTP90 interacts with MORF proteins in Yeast two hybrid.** The open reading frame for OTP90 was cloned in frame with the binding domain (BD in vector pGBKT7) and was co-transformed into yeast cells with the various MORF proteins in frame with the activation domain (AD) in vector pGADT7. The interactions were evaluated on selective medium with SD-Ade-Leu-Trp-His after 7 days of incubation (7D) and also with 2.5 mM of 3-Amino-1,2,4-triazole (3-AT, +) after 13 days of incubation (13D). Positive control is a test of the known protein interaction using the vectors pGBKT7 p35 with pGADT7 T and the negative control using pGBKT7 Lam with pGADT7 T. The results show strong interaction of OTP90 with MORF1, MORF2, MORF3, MORF4 and MORF6.

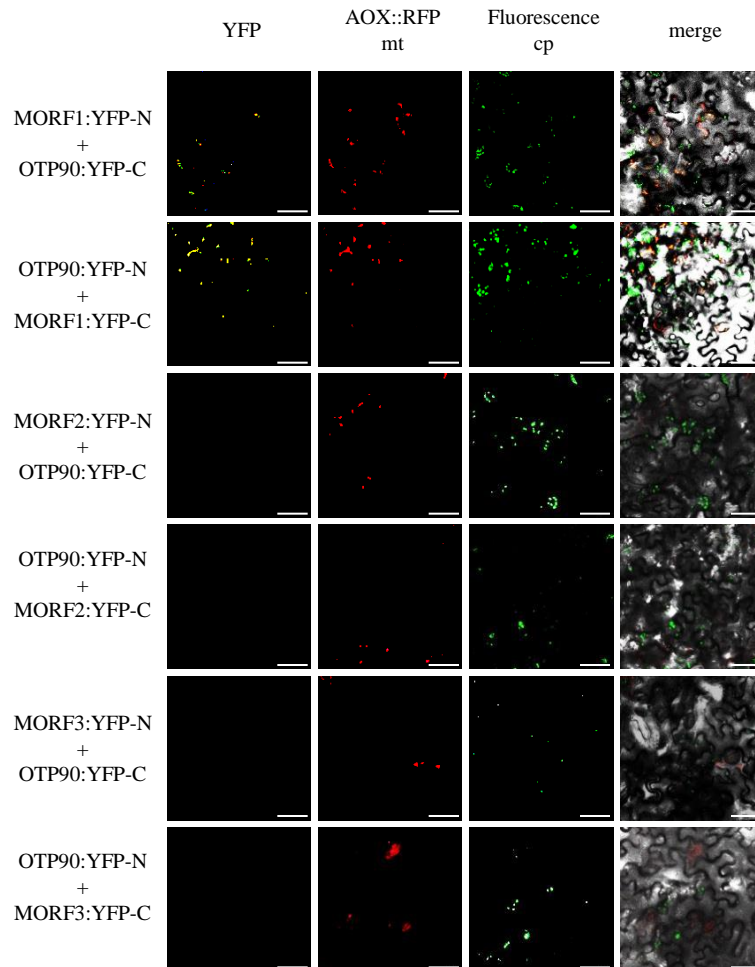

**Figure S3. OTP90 interacts with MORF1 in BiFC.** BiFC analysis of OTP90 proteins with mitochondrial targeted MORF1, MORF3, and chloroplast targeted MORF2 proteins in tobacco leaves. OTP90 and all MORFs are cloned both in YFP-N and YFP-C vectors. Labels in left sides of each set of panel indicate the various constructions co-transformed into the cells. Labels above each set of panels indicates the channels observed during the experimentation, protein-protein interacting (YFP) signal in yellow, mitochondrial localization control using AOX target sequence fusion with RFP signal in red (mt), chloroplasts control using auto-fluorescent signal in green (cp) and merged of all 3 fluorescent signals with the differential interference contrast image for each construct combination is also showed (merge). The white bars in each panel indicate the scale bar of 50  $\mu$ m. Except for the combination of OTP90 and MORF1, YFP signals were not detected (results of OTP90 with MORF4, MORF5, MORF6 or MORF9 not shown).

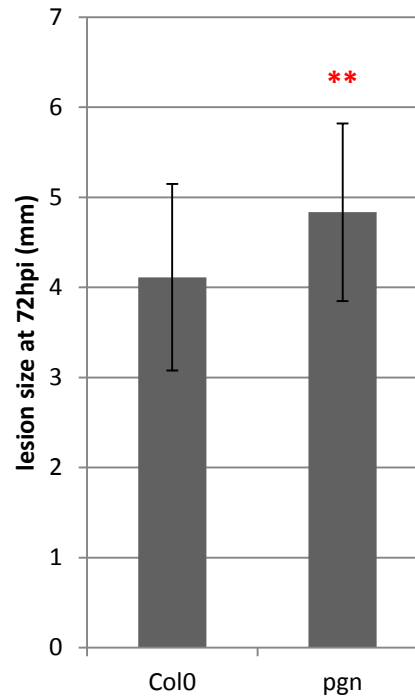

**Figure S4. The *pgn* mutant is more sensitive to *Botrytis cinerea*.** Lesion size was measured 72 h post inoculation in 2 independent experiments. Asterisks show significant statistical differences between means using Student t-test with  $\alpha=0.01$ .

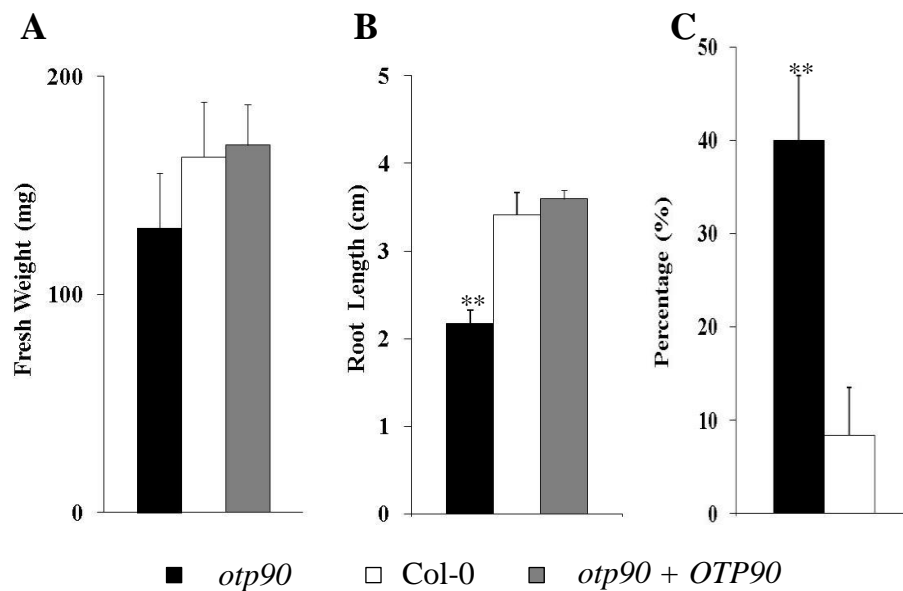

**Figure S5. The *otp90* mutant is impaired in root length and seed size.**

**A.** Rosette fresh weights of *otp90* (Black column, n=33), Col-0 (white column, n=33) and *otp90* complemented plants (gray column n=35) are not statistically different 22 days after sowing in soil. Error bars show confidence interval with  $\alpha=0.05$ .

**B.** Seedling root lengths of *otp90* (Black column, n=72) are significantly shorter than that of Col-0 (white column, n=70) and *otp90* complemented line (gray column n=72). Roots were measured 12 days after sowing on Murashine and Skoog medium with 16h/8h light/dark cycles. Error bars show confidence interval with  $\alpha=0.001$  and asterisks show significant statistical differences between means using Student t-test with  $\alpha=0.001$ .

**C.** Percentage of seeds smaller than 25µm among the seeds from *otp90* (Black column, n=4) and Col-0 (white column, n=4) plants. Error bars show confidence interval with  $\alpha=0.05$ . Asterisks show significant statistical differences between means using Student t-test with  $\alpha=0.001$ .

**D.** *otp90*, Col-0 and *otp90* complemented line 12 day old- seedlings after germinating on Murashige and Skoog medium with 16h/8h light/dark cycles. White line indicates scale bar of 1cm.

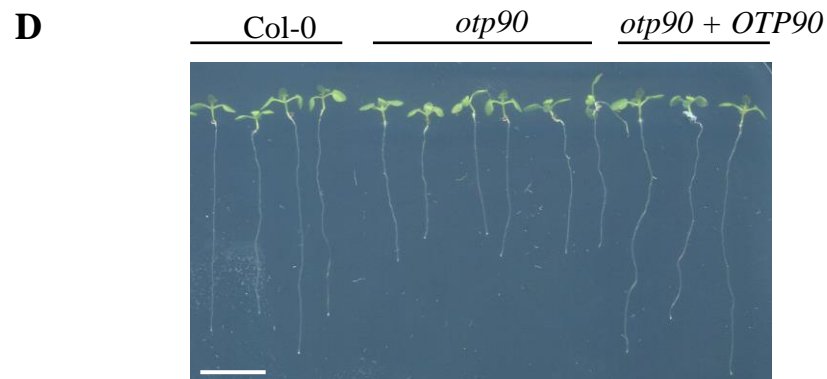

M165765  
(*nad6\_leader*\_-73)

M8348  
(*cox2*\_742)

Col0

*pgn*

*pgn* compl

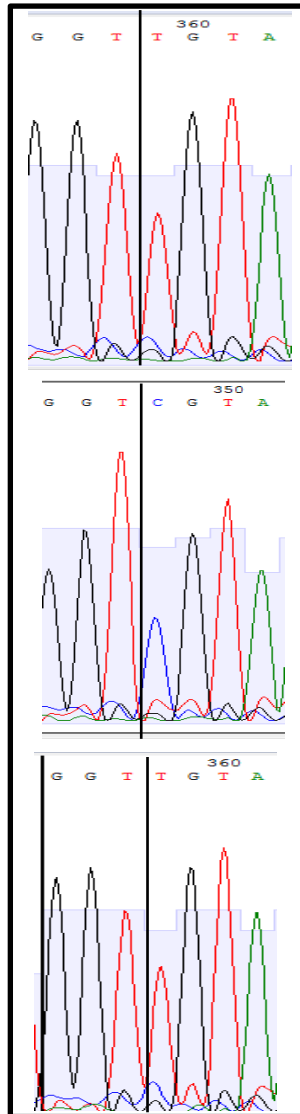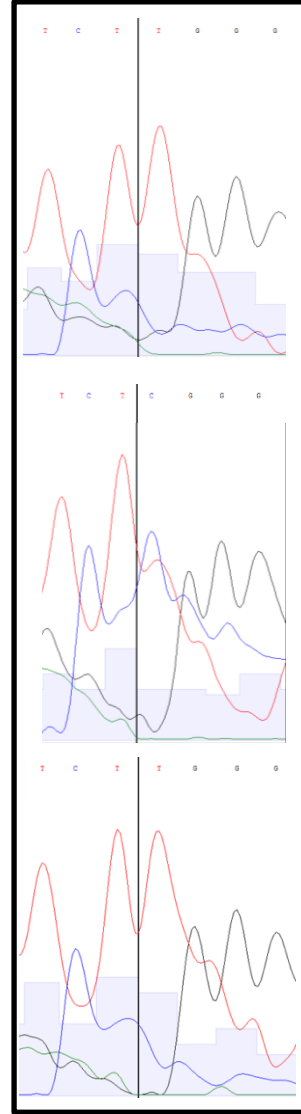

**Figure S6. Complementation of the *pgn* mutant for RNA editing defects in 2 mitochondrial sites.** Comparison of the cDNA sequence of 2 RNA editing sites from wild type plant Col0, *pgn* and *pgn* complemented by *PGN*.

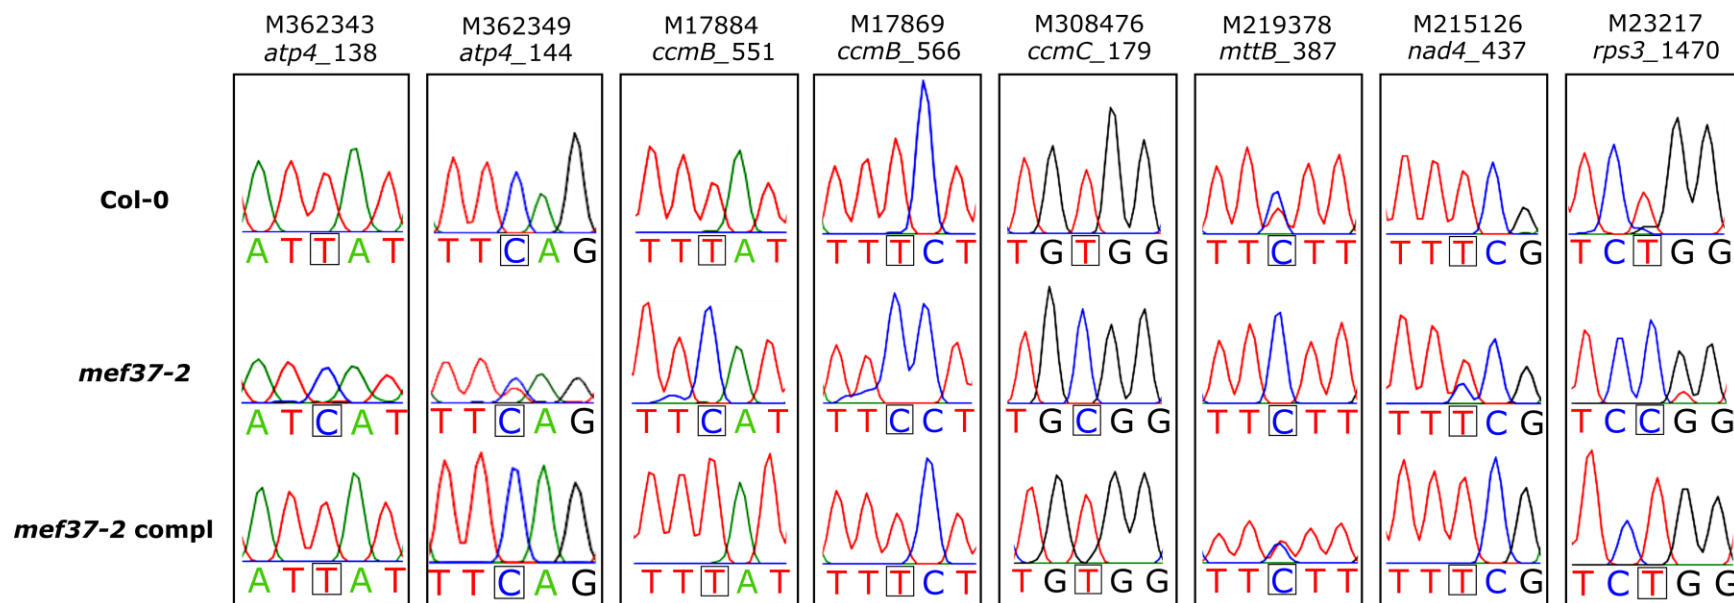

**Figure S7. Complementation of the *mef37-2* mutant for RNA editing defects in 8 mitochondrial sites.** Comparison of the cDNA sequence of 8 RNA editing sites in the *atp4*, *ccmB*, *ccmC*, *mttB*, *nad4* and *rps3* genes from wild type Col-0, *mef37-2* and *mef37-2* complemented by MEF37.

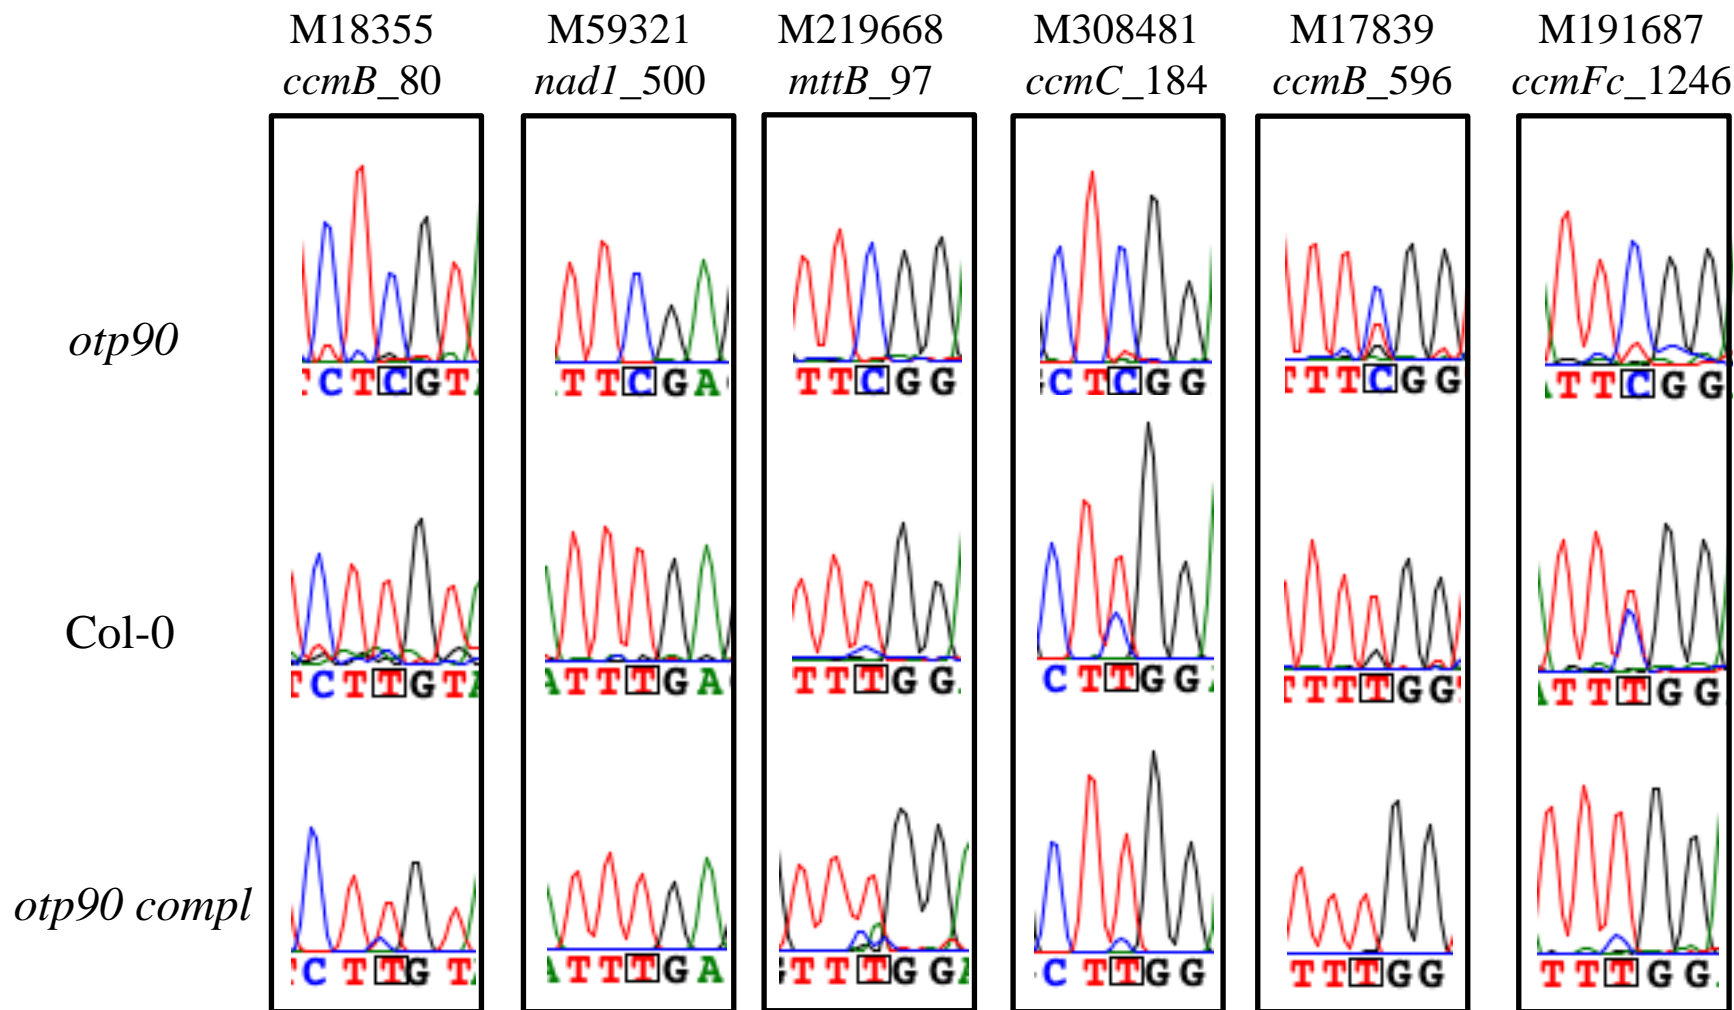

**Figure S8. Complementation of the *otp90* mutant for RNA editing defects in 6 mitochondrial sites.** Comparison of the cDNA sequence of 6 RNA editing sites in the *ccmFc*, *ccmB*, *nad1*, *ccmC*, *mttB* genes from wild type plant Col0, *otp90* and *otp90* complemented by *OTP90* locus.

How the deposited data were processed for this re-analysis (not part of the article)

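Gene expression was measured in 15 leaf RNA-seq libraries, 3 each of Col-0, pgn, mef37-1, at3g50420 and at5g10690. The authors mapped single-end reads of 75 nt with STAR without spliced alignments, kept every best position of a read, and deposited counts of reads per gene, made with featureCounts on exons and by strand, reads with several positions included and without normalization. How reads across exon junctions were placed was not tested, and reads of repeated genes can be counted more than once. RNA editing was measured in the same lines; the authors give the counts of edited and unedited reads per site and library in Data S1, and these were used for pgn and mef37-1. The otp90 and dyw2 libraries are not analysed here.

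From the counts, each mutant was compared with the 3 Col-0 libraries in R 4.3.3 with edgeR 4.0.16 (TMM normalization, edgeR's filter on low counts, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). The paper's text names neither the test nor the filter nor the threshold for expression and refers to an earlier study. Editing was tested with edgeR's quasi-likelihood test on edited and unedited reads, with a coefficient per library, at least 10 reads in every library and Bonferroni adjustment at 0.05. Totals per library ranged from 19555274 to 30901304 counts, with a median of 26101740. A count of 3 was taken as the floor. Groups of 3 against 3 cannot give an exact permutation p below 0.1.

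The replicate numbers come from the sample labels, where each line has replicates 1 to 3, and no text describes them as pairs. The description of the series gives 1 biological replicate. Whether the 3 libraries of a line are independent samples is therefore not settled. Libraries with the same number deviated together, so each comparison is given with and without the number as a block. The count of PGN was lower in pgn, and the count of AT5G10690 in at5g10690. The count of AT5G08305 was not lower in the libraries labelled mef37-1, nor was that of AT3G50420 lower beyond error in the libraries labelled at3g50420. Where the text writes mef37-1 or at3g50420 alone for expression or editing values, the libraries with that label are meant. No library was reassigned.

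Genes were named by a rule set before the data were examined: the 4 genes with insertions; AT1G25360, CSD1 and CSD2; every gene with an FDR under 0.05 in the part of Data S2 used here; in each comparison the 3 higher and 3 lower called genes with the largest log2 fold change and no overlap between groups; the mitochondrial genes that carry sites of Table 1; and up to 5 genes called in all comparisons, of which there were 0. The mitochondrial genes could not be named this way, because the tables used here do not pair their identifiers with gene names, and they are summarised together. AT3G50430, AT1G53480, AT1G53490 and, outside mef37-1, AT5G65080 were named after their values were seen; in at5g10690 the rule itself names AT1G53480.

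The alternatives set before the data were examined were another normalization, DESeq2 1.42.0, edgeR's likelihood ratio test, other filters, nuclear genes alone, all libraries in 1 fit, the other mutant lines as control, the replicate block, a threshold of 0.01 and leaving out each library; for editing, Fisher's exact test, a binomial logistic test, minimum coverages of 1 and 30 reads, Benjamini-Hochberg adjustment, the block and leaving out each library. After the numbers of called genes were seen to differ from the paper's, 13 further fits were tried for pgn and for mef37-1, from 3 gene sets with and without the block under the likelihood ratio and quasi-likelihood tests, and DESeq2 with the block. The likelihood ratio test with the block on genes with at least 1 read in at least 3 libraries was then used for further tests because its count for pgn was nearest the paper's and its p-values followed those of Data S2 (Spearman's rho 1.00 across 1999 genes, which are not independent). It was chosen by its outcome, and the numbers of genes called by all 13 are reported.

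The expression test was tested on simulated data, in which the quasi-likelihood test called 189 of 200 changed genes for pgn with 8 false calls among 17521 genes, at a simulated log2 change of 3, and 195 of 200 for mef37-1 with 13 false calls among 17561 genes. Without any change it called 0 and 1 genes, the likelihood ratio test 9 and 17, and DESeq2 21 and 22. On simulated editing of 1273 sites, the quasi-likelihood test called 16 of 20 changed sites, which kept 30% of their editing, with 0 false calls, Fisher's exact test made 26 false calls and the logistic test 28. The spread between libraries in the simulated editing was a set value, not estimated from the data. The numbers of false calls of the tests that ignore this spread depend on that value. Smaller changes were not simulated. The simulated expression changes were placed only in genes with more reads than PGN or MEF37 had, so the recovery does not extend to genes counted so low. Neither simulation held an effect shared by libraries with the same replicate number. Sequences around sites are from the RefSeq mitochondrial genome, in which each site has the expected base; the coordinates of mitochondrial genes in the deposited counts follow another arrangement and were not used.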

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

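The tests in this part were set before their results were seen, but AT1G53480, AT1G53490 and MAF5 drew attention only after the comparisons were made. The lines at3g50420 and at5g10690 are not reported in the paper. In at5g10690, 2 of 17602 genes were called against Col-0, both lower. AT5G10690 was counted 318, 319 and 201 times in Col-0 and 1, 3 and 4 times in at5g10690, a log2 fold change of -6.47 (adjusted p = 0.0126 from edgeR's quasi-likelihood test), with the lower group near the floor of 3 counts. It was lower in 3 of 3 libraries, and against the other mutant lines the log2 fold change was -6.51. Of the 4 splits of the 6 libraries that part the 3 same-numbered pairs, 1, the real one, gave as many called genes; a split that parts 1 pair gave 5. With 4 splits the number of calls cannot be told apart from a grouping by chance. AT5G10690 itself was counted 201 to 319 times in each of the 12 libraries of the other lines, and its adjusted p against the other mutant lines was 3.23e-07 (edgeR's quasi-likelihood test), within a range from 1.73e-60 to 0.251 over the settings run.

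AT1G53480 (MRD1) had a log2 fold change of -5.51 in at5g10690 (adjusted p = 0.00675 from edgeR's quasi-likelihood test), with counts of 232, 224 and 257 in Col-0 and 5, 3 and 5 in at5g10690. It overlaps AT1G53490 on the opposite strand, and reads were counted by strand. A lack of overlap with Col-0 arises by chance for 10% of genes in any given comparison of 3 against 3. AT1G53490 showed it in each of the 4 lines, which share the Col-0 libraries, and no chance was computed for the 4 together. AT1G53490 had log2 fold changes of -1.67, -2.13, -1.56 and -1.49 in pgn, mef37-1, at3g50420 and at5g10690. Its adjusted p was 1.00, 1.00, 0.987 and 1.00 from edgeR's quasi-likelihood test, and over the settings run it reached down to 0.00300, 0.00109, 0.0675 and 0.545. In pgn, mef37-1 and at3g50420 the log2 fold change of AT1G53480 was -6.52, -5.95 and -4.38, with adjusted p of 0.110, 0.223 and 0.0678 from the same edgeR test. With the replicate block these were 0.0102, 0.0462 and 0.0144, so that the gene was called in each, within ranges over the settings run from 3.36e-71 to 1.00, from 2.84e-54 to 1.00 and from 3.61e-38 to 0.516. MAF5 (AT5G65080) had a log2 fold change of 5.32 in the libraries labelled mef37-1, whose targeted gene was not lower, and was counted 22, 9 and 42 times in pgn, 19, 62 and 86 times in at3g50420 and 35, 35 and 106 times in at5g10690, against 6, 1 and 3 times in Col-0. In mef37-1, 1 of the 4 splits that part the 3 pairs, the real one, gave as many called genes. Since the 3 genes differ from Col-0 in the same direction in 4 mutant lines, a difference of the Col-0 plants from the mutant lines, such as a variant of the strain, may lie behind them; no test of the sequence was possible, and the pattern cannot be told apart from that explanation. With the replicate block, the log2 fold changes of AT1G53480 and MAF5 in at5g10690 were -5.52 and 4.25. Against the other mutant lines MAF5 had -1.73 in pgn and 1.46 in the libraries labelled mef37-1, and was called in neither. Under the likelihood ratio test with the block, AT1G75945 had 4.63, 5.02 and 4.54 in mef37-1, at3g50420 and at5g10690. It had no value in pgn, so it does not show the pattern in that line. LTP2 was lower than Col-0 in each of the 4 lines under that test, and was called in 3.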

How the results depend on the processing

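The settings named as chosen after the values were seen are the 13 further fits; the others were set before the data were examined. The number of genes called in pgn was 0 (153 at an unadjusted p under 0.05). It was also 0 with RLE size factors, without the filter, with at least 1 CPM, with nuclear genes only and in the 6 fits that each left out 1 library. It was 1, AT1G53480, under DESeq2, under the likelihood ratio test, with all 15 libraries in 1 fit and with the replicate block. With the block 1239 genes had an unadjusted p under 0.05. Against the other mutant lines it was also 1, but the gene was AT1G75945 (log2 fold change -9.13, adjusted p = 1.70e-05 from edgeR's quasi-likelihood test). Of the fits chosen after the values were seen, the likelihood ratio test with replicate block called 99 genes on those with at least 1 read in at least 3 libraries, 110 on all genes and 101 on nuclear genes; DESeq2 with replicate block called 46; the quasi-likelihood test with replicate block called 8 on all genes and 1 on each of the other gene sets; the likelihood ratio test without the block called 1 on each gene set; the quasi-likelihood test without the block called 0 on each (239, 208 and 235 at an unadjusted p under 0.05, in the same order). Among these fits, more than 8 genes were called only with the block, under the likelihood ratio test or DESeq2. Why these tests called more was not tested. The split into higher and lower genes was 48 and 51 of the 99, and 46 and 0 of the 46.

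In the libraries labelled mef37-1 the number was 1. It was 5 under DESeq2 and under the likelihood ratio test, 2 with all libraries in 1 fit and with the replicate block, 0 at a threshold of 0.01 and from 0 to 0 in the 6 fits that each left out 1 library. Of the fits chosen after the values were seen, the likelihood ratio test with replicate block called 31, 37 and 31 genes on the 3 gene sets in the order above, DESeq2 with replicate block 4, the quasi-likelihood test with replicate block 2 on each set, the likelihood ratio test without the block 5, 4 and 5, and the quasi-likelihood test without the block 1 on each set. In at3g50420 the number was 0 (512 at an unadjusted p under 0.05), and it was 4 under DESeq2, 5 under the likelihood ratio test, 3 with all libraries in 1 fit, and 1 without the filter, with the replicate block (1266 at an unadjusted p under 0.05) and against the other lines; after the values were seen, 87 under the likelihood ratio test with replicate block and 43 under DESeq2 with replicate block. In at5g10690 it was 2, and 2 with the replicate block (55 and 323 at an unadjusted p under 0.05), then 4 under DESeq2 and under the likelihood ratio test, 3 with all libraries in 1 fit, 1 against the other lines and at a threshold of 0.01, and from 0 to 2 with each library left out; after the values were seen, 13 and 4. The cause was not tested.

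The log2 fold change of AT5G10690 lay between -6.71 and -6.17 with each library left out, and its adjusted p was above 0.05 in 4 of these 6 fits. With the replicate block it was -6.39. The log2 fold changes of PGN in pgn and of MEF37 in mef37-1 kept their direction under each alternative that gave a value, and no adjusted p passed the threshold; DESeq2 with the block gave none for PGN. The filter of at least 1 CPM removed PGN, MEF37 and AT3G50420, so it gave no value for them. 

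The number of sites called in the libraries labelled mef37-1 was 8, and 8 with minimum coverages of 1 and 30 reads, 10 with Benjamini-Hochberg adjustment and with the replicate block, and from 7 to 8 with each library left out. It was 23, with 8 plastid sites, under Fisher's exact test and under the logistic test. These tests take no spread between replicates. They made false calls on simulated data, but the spread between libraries there was set, not estimated from these libraries. In pgn the number of sites called was 2 under every alternative but those tests, which called 17 and 18, each with 13 plastid sites. The depth limits the extents at M308476, M17884 and M17869, with 42 to 131 reads per library, where the interval of a single library labelled mef37-1 reached up to 16.8%.

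Of 44 other results, 17 passed the threshold under at least 1 setting where they had not and 3 no longer passed it under at least 1. A change of sign was seen in 39 log2 fold changes of 20 results. AT1G25360 in pgn had -0.29, then 0.0331 against the other mutant lines. CSD1 in pgn had -0.0254, then 0.18 with the replicate block, 0.14 against the other mutant lines, 0.19 under the likelihood ratio test with replicate block, 0.21 under DESeq2 with replicate block and from -0.42 to 0.75 with each library left out. CSD2 in pgn had 0.26, then -0.078 against the other mutant lines and from -0.20 to 1.44 with each library left out. AT1G02470 in pgn had -1.70, then 0.0519 against the other mutant lines. AT1G12845 in pgn had 0.70, then -0.0301 against the other mutant lines. AT1G19640 in pgn had 1.31, then from -0.10 to 2.49 with each library left out. AT1G53490 in pgn had -1.67, then 0.0367 against the other mutant lines. CSD1 in mef37-1 had -0.37, then from -0.76 to 0.42 with each library left out. CSD2 in mef37-1 had -0.0573, then 0.35 with the replicate block, 0.37 under the likelihood ratio test with replicate block, 0.39 under DESeq2 with replicate block and from -0.44 to 1.13 with each library left out. AT3G50420 in at3g50420 had -0.18, then from -0.41 to 0.14 with each library left out. AT1G25360 in at3g50420 had -0.29, then 0.0402 against the other mutant lines. CSD1 in at3g50420 had -0.18, then 0.0441 with the replicate block, 0.0508 under the likelihood ratio test with replicate block, 0.0532 under DESeq2 with replicate block and from -0.57 to 0.59 with each library left out. CSD2 in at3g50420 had 0.52, then from -0.00861 to 1.69 with each library left out. AT5G65080 in at3g50420 had 4.09, then -0.38 against the other mutant lines. AT1G53490 in at3g50420 had -1.56, then 0.17 against the other mutant lines. AT1G25360 in at5g10690 had -0.11, then 0.27 against the other mutant lines and from -0.38 to 0.0911 with each library left out. CSD1 in at5g10690 had 0.0428, then from -0.51 to 0.84 with each library left out. CSD2 in at5g10690 had 0.50, then from -0.38 to 1.69 with each library left out. AT5G65080 in at5g10690 had 4.26, then -0.17 against the other mutant lines. AT1G53490 in at5g10690 had -1.49, then 0.27 against the other mutant lines. AT1G25360, AT1G02470, AT1G12845, AT1G53490 and AT5G65080 lay on the same side of Col-0 in each of the 4 mutant lines, though not beyond error in every line, and a comparison among mutant lines takes away what they share. The cause of the other changes was not tested.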

Differences from the paper's values

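The paper reports 98 differentially expressed genes in pgn, and 0 were called here (153 at an unadjusted p under 0.05, and 1239 with the replicate block). None of the alternatives set before the data were examined came within 1.5 times of the paper's number; the largest gave 1. After this difference was seen, 13 further fits were tried, and 3 of them closed the gap: edgeR's likelihood ratio test with the replicate block called 99 genes among those with at least 1 read in at least 3 libraries, 101 among nuclear genes and 110 among all genes, each chosen after seeing the values. These 3 called 10, 10 and 9 of the 10 genes that the part of Data S2 used here lists for pgn, and DESeq2 with the block, which gave 46, called 1 of them. The p-values of these 3 followed those of Data S2 with Spearman's rho of 1.00 across 1999 genes. For the main fit rho was 0.893 across 1581 genes, and it called 0 of the 10. A likelihood ratio test with the block thus gives the order of the paper's p-values, though the paper's text does not name its test.

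The paper reports 34 differentially expressed genes in mef37-1, and 1 was called here in the libraries labelled mef37-1. None of the alternatives set before the data were examined came within 1.5 times of the paper's number; the largest gave 5. The same 3 settings, chosen after seeing the values, called 31, 31 and 37 genes. None of the settings run called either of the 2 genes that the part of Data S2 used here lists for mef37-1.

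The paper lists 11 differentially edited sites in mef37-1, of which 8 were called here. M362349 and M49473 were called with Benjamini-Hochberg adjustment and with the replicate block, and the paper's 11 sites were all called by Fisher's exact test on pooled reads and by the binomial logistic test, which called 23 sites in total; these alternatives were set before the data were examined. The paper's text places mttb_387 among sites that are highly edited in wild type leaves; here its extent in Col-0 was 42.8%, which is also the value the paper gives in Table 1. The paper states that full length MEF37 transcripts are absent in mef37-1; the reads counted on MEF37, which do not separate full length from other transcripts, were 17, 20 and 12 there and 8, 8 and 21 in Col-0.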

Other observations

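The tests in this part were written down before their results were seen, apart from that of the plastid share, which was chosen after the shares were seen. The likelihood ratio test with replicate block on which several of the tests rest was itself chosen after its count of genes was seen to lie near the paper's. Of the 4 splits of the 6 libraries that part the 3 same-numbered pairs, 4 gave as many genes as the real one for pgn. The number was also 4 for at3g50420, with 0 called in each. Since the real split called 0 genes in these lines, no split could call fewer, so this comparison decides nothing for them. In the real splits 153 and 512 genes had an unadjusted p under 0.05, and 1239 and 1266 with the replicate block. For mef37-1, 1 of the 4 splits, the real one, gave as many. The other splits part 1 pair, and in at3g50420 some of these called 1 gene. Under the likelihood ratio test with the block, the real split called 99 genes in pgn and the other 3 called 218, 54 and 79, so that 2 of the 4 called as many as the real one. In the libraries labelled mef37-1, whose targeted gene was not lower, the real split called 31 genes and the other 3 called 12, 190 and 41, so that 3 of the 4 called as many. With so few splits this design cannot tell the calls from a grouping by chance.

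In counts simulated with the differences between replicate numbers and none between lines, this test called a median of 25.5 genes (14 to 44 in 20 simulations) for pgn, against 99 seen, and a median of 21 (13 to 42) for mef37-1, against 31 seen. The regrouped libraries gave more calls than any of these simulations, in 3 of 3 other splits for pgn and in 1 of 3 for mef37-1, so the simulation understates how many genes the test can call on regrouped libraries. For both lines, calls that the test makes without a difference remain a possible explanation. Against the 9 libraries of the other mutant lines, the median log2 fold change of the genes called in pgn, signed by their direction against Col-0, was 0.182 times its size against Col-0, and for mef37-1 the ratio was 0.274; 0 and 1 of these genes were called there too. Both ratios were under the limit of 0.5 that had been set for a difference of the Col-0 libraries from all lines, but the genes were chosen for their difference from Col-0, and the same ratio was 0.603 in at3g50420 and 0.201 in at5g10690, above and below the limit, so this test cannot tell that explanation from an effect of the choice of genes. No biological explanation of these calls was tested.

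Replicate number was the main division among the libraries. It explained 87.7% of the first principal component, which held 43.0% of the variance, and the line explained 3.09%; 7308 of 18358 genes differed between numbers at an adjusted p under 0.05 (edgeR's quasi-likelihood test). With nuclear genes only, the mean correlation of same-numbered libraries was 0.489, but leaving out the few organellar genes can hardly change a correlation over many genes, so this value does not bear on the plastid reads. The share of plastid reads did not differ between numbers beyond chance (exact permutation within genotypes, p = 0.350), nor did library size (p = 0.777 from the same exact permutation test). The 9 clock genes had no larger effect of the number than other genes: 41.3% of 10000 random lists of the same size and expression had a smaller median. The tests of plastid share, library size and clock genes did not account for the division, and no growth or library batch is given that could be tested.

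CSD1 and CSD2, which the paper names for otp90, differed between replicate numbers (adjusted p = 0.00953 and 0.00379 from edgeR's quasi-likelihood test), with a mean deviation of 0.60 and 0.89 on the log2 scale in the libraries numbered 3. The libraries labelled mef37-1 were an exception, with 980, 755 and 632 counts of CSD1 and 323, 524 and 369 of CSD2 in replicates 1, 2 and 3. Across the 4 comparisons with Col-0, 12 log2 fold changes of AT1G25360, CSD1 and CSD2 lay between -0.60 and 0.52, and 0 had an adjusted or an unadjusted p under 0.05. With the replicate number as a block they lay between -0.62 and 0.80, with 0 at an adjusted and 2 at an unadjusted p under 0.05, both of CSD2, which had 0.80 (standard error 0.235, adjusted p = 0.693 from edgeR's quasi-likelihood test, with a range from 0.191 to 1.00 over the settings run) in at3g50420 and 0.65 (standard error 0.172, adjusted p = 1.00, with a range from 0.927 to 1.00) in at5g10690. Of CCS, FSD1 and COPT2, 2 differed between numbers in the direction set for a difference in copper supply. FSD1 had -0.84 and COPT2 -0.49 in the libraries numbered 3. A difference in copper supply between the replicate numbers may lie behind it in the lines other than mef37-1, as a hypothesis only: 7308 of 18358 genes differ between numbers, so that such a result is not rare, and CCS had an adjusted p of 0.0783.

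The count of AT5G08305 was not lower in the libraries labelled mef37-1, while the editing reads of Data S1 differ strongly from Col-0. Matching the libraries of Data S1 to the deposited ones by name gave a spread of 0.0982 in the log2 ratio of their organellar reads, and 6 of the 720 possible matchings gave one as small, the smallest being 0.0864. Since 4 of these 6 exchange libraries between Col-0 and mef37-1, the test cannot exclude such an exchange between the 2 sources. In Data S1 itself the libraries labelled mef37-1 had lost editing at the sites of Table 1 that were called, and the paper reports losses in mef37-2 at several of these sites by another method. The deposited counts do not separate reads on either side of an insertion. The mef37-1 sheet of Data S2 was not an exact weighted sum of the deposited libraries, but 83.7% of its genes for Col-0 and 84.6% for mef37-1 lay within 2% of one, while for pgn the share was 100%. The genes outside this limit leave it open whether other input lies behind part of the sheet.

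Of the 4 splits that part the 3 pairs, 1, the real one, gave as many differentially edited sites in the libraries labelled mef37-1, with 8 sites against 0 in the other 3, and 1 in pgn, with 2 against 0; a split of the pgn libraries that parts 1 pair gave 3. In at3g50420, AT3G50420 had a log2 fold change of -0.18 (adjusted p = 0.989 from edgeR's quasi-likelihood test), while its neighbour AT3G50430, which starts at 18713676 on the plus strand of chromosome 3 while AT3G50420, on the minus strand, spans 18710871 to 18713649, had -2.82 (adjusted p = 0.987 from the same edgeR test, with a range from 4.02e-12 to 1.00 over the alternatives), with 133, 86 and 161 counts in Col-0 and 9, 8 and 34 in at3g50420. Against the other mutant lines it was -2.91 and the gene was called (adjusted p = 0.00735 from edgeR's quasi-likelihood test). AT3G50430 was also called against Col-0 under DESeq2, under the likelihood ratio test and with all 15 libraries in 1 fit. With the replicate block it was not called by edgeR's quasi-likelihood test (adjusted p = 0.230). It was called with the block by the likelihood ratio test (adjusted p = 4.02e-12), a fit chosen after the values were seen. AT3G50430 was chosen after its values were seen, and the targeted gene did not follow the label.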
